# The estrous cycle surpasses sex differences in regulating the transcriptome in the rat medial prefrontal cortex and reveals an underlying role of early growth response 1

**DOI:** 10.1186/s13059-015-0815-x

**Published:** 2015-12-02

**Authors:** Florian Duclot, Mohamed Kabbaj

**Keywords:** Early growth response 1 (Egr1), Estrous cycle, Medial prefrontal cortex (mPFC), Ovarian hormones, Sex differences, Synapse, Transcriptome

## Abstract

**Background:**

Males and females differ in cognitive functions and emotional processing, which in part have been associated with baseline sex differences in gene expression in the medial prefrontal cortex. Nevertheless, a growing body of evidence suggests that sex differences in medial prefrontal cortex-dependent cognitive functions are attenuated by hormonal fluctuations within the menstrual cycle. Despite known genomic effects of ovarian hormones, the interaction of the estrous cycle with sex differences in gene expression in the medial prefrontal cortex remains unclear and warrants further investigations.

**Results:**

We undertake a large-scale characterization of sex differences and their interaction with the estrous cycle in the adult medial prefrontal cortex transcriptome and report that females with high and low ovarian hormone levels exhibited a partly opposed sexually biased transcriptome. The extent of regulation within females vastly exceeds sex differences, and supports a multi-level reorganization of synaptic function across the estrous cycle. Genome-wide analysis of the transcription factor early growth response 1 binding highlights its role in controlling the synapse-related genes varying within females.

**Conclusions:**

We uncover a critical influence of the estrous cycle on the adult rat medial prefrontal cortex transcriptome resulting in partly opposite sex differences in proestrus when compared to diestrus females, and we discovered a direct role for Early Growth Response 1 in this opposite regulation. In addition to illustrating the importance of accounting for the estrous cycle in females, our data set the ground for a better understanding of the female specificities in cognition and emotional processing.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0815-x) contains supplementary material, which is available to authorized users.

## Background

In both humans and rodents, males and females greatly differ on a variety of levels, from brain morphology to function, leading to discrete differences in high-order processes such as cognitive functions and emotional responses [1–5]. Although a causal relationship remains to be determined, the search for neurobiological correlates revealed clear sex differences in gene expression profiles in several brain areas such as the medial prefrontal cortex (mPFC) [6–8], which plays a central role in cognitive functions.

The importance of sex differences in the mPFC and mPFC-dependent processes can be observed both at the morphological and neurophysiological levels. Indeed, sexual dimorphisms in brain volumes are most pronounced in the mPFC, with men and women having larger volumes in the frontomedial cortex and dorsolateral cortex, respectively [5]. Moreover, neuronal activity in the mPFC also exhibits gender differences, as activation of the anterior cingulate and prefrontal cortices to negative stimuli is greater in women than men [6]. Furthermore, recent rodents’ studies revealed that mPFC neurons encode the anxiogenic nature of an environment through synchrony with the ventral hippocampus, whereas they encode exploratory behavior through synchrony with the basolateral amygdala [7]. The mPFC therefore controls a variety of high-order processes such as emotional processing or cognitive functions, and is at the center of clear sex differences at the morphological and neurophysiological levels, which suggests that sex differences in gene expression in the mPFC likely underlie sex differences in mPFC-dependent processes. In line with this hypothesis, we previously reported that the expression levels of the immediate early gene early growth response 1 (*Egr1*) in the rat mPFC control sex differences in social anxiety behaviors [8].

Notably, the sexual dimorphism in mPFC-dependent processes is attenuated by hormonal fluctuations throughout a woman’s reproductive life or within the menstrual cycle [9, 10]. Indeed, a growing body of evidence suggests that fluctuations in circulating levels of estrogens in postmenopausal women or healthy cycling women can affect PFC-dependent working memory and executive functions [4, 11–14]. Surprisingly, despite the vast genomic effects of ovarian hormones in the rodent mPFC [15], the effect of the estrous cycle on the mPFC transcriptome and subsequent interaction with cognitive functions and emotional processing remain to be investigated.

It therefore appears critical to first characterize sex differences in gene expression in the mPFC and their alteration by the estrous cycle. To this aim, we first undertook a large-scale transcriptomic approach by RNA-sequencing (RNA-seq) in rats to compare the gene expression profiles in the mPFC of males, proestrus females, and diestrus females, thereby accounting for fluctuations in sex hormone levels (high in proestrus, low in diestrus). Then, because sex differences in social anxiety in rats are controlled by Egr1 [8], we sought to discover the specific genes under the direct transcriptional control of Egr1 by chromatin immunoprecipitation followed by sequencing (ChIP-seq). This approach thus allowed the identification of a distinct and partly opposite sexually biased transcriptome in the mPFC of proestrus and diestrus females and its underlying control by Egr1. Furthermore, the extent of differences in gene expression and alternative splicing events were far larger between females than between sexes, and revealed specific functional pathways affected by the estrous cycle.

## Results

### The estrous cycle influences sexually biased gene expression

In adult organisms, while substantial evidence points towards a large transcriptomic sex bias in reproductive tissues, differences in the brain are more specific [16–18]. Moreover, despite widespread genomic regulation by the female sex hormones estrogen and progesterone [15], the transcriptomic regulation across the estrous cycle is still unknown, which led us to first examine the overall gene expression profile of males, proestrus females, and diestrus females.

While males were distinct from females, a clear separation was also noted between proestrus and diestrus females following principal component analysis (Fig. 1a). Moreover, based on the genes with the most variance, diestrus females were clustered more closely to males than to proestrus females (Fig. 1b). To better assess the impact of the estrous cycle, we first sought to identify and compare the differentially expressed genes (DEG) between males and females with or without accounting for the estrous cycle. Without discriminating for the estrous cycle, 67 of the 15,607 genes detected in our study survived the 5 % false discovery rate (FDR) threshold, of which 91 % were down-regulated in females (Fig. 1c; Additional file 1: Figure S1a, e), and were distributed throughout the genome (Fig. 1d), suggesting that sex differences in the adult rat transcriptome cannot be solely explained by sex chromosomes.

**Fig. 1:**
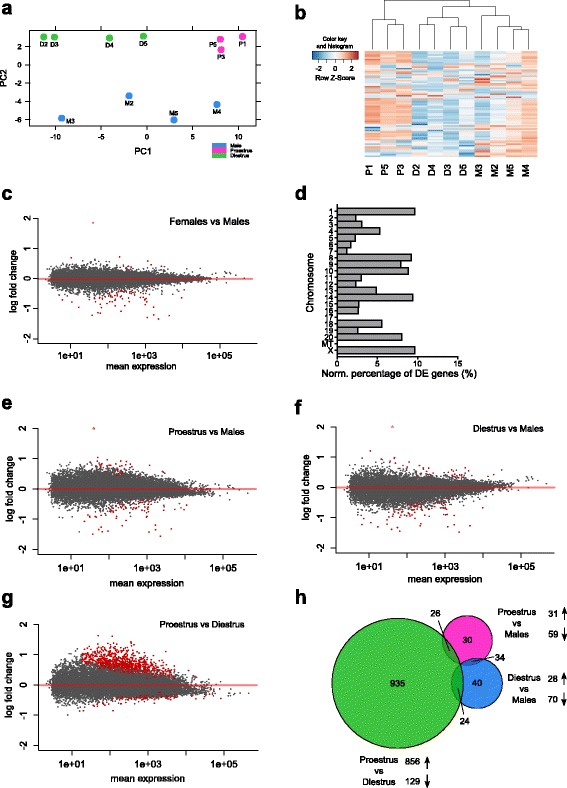
A sexually biased transcriptome in the rat medial prefrontal cortex (mPFC) and effect of the estrous cycle. **a** A principal component analysis separates males and females along the second axis while proestrus and diestrus females are clustered separately along the first axis. **b** The hierarchical clustering of the 70 genes showing the most variance (rlog-transformed) revealed more similarity of diestrus females to males over proestrus females. **c**, **e**-**g** Representation of the log2 fold-change over the averaged normalized read counts, with significantly different genes at the false discovery rate (FDR) 5 % threshold highlighted in *red*. **d** The sexually dimorphic genes in the rat mPFC do not show a sex-chromosome bias, and are distributed among all chromosomes. To account for differences in number of genes per chromosome, data were normalized to the total number of genes detected in our study on each chromosome. **h** The Venn diagram representing the number of differentially expressed genes (FDR 5 %) in all pairwise comparisons depicts a relatively small overlap between genes affected by the estrous cycle within females, and those sexually biased in either stage of the cycle. The area of each circle is proportional to the number of genes it contains. In (**a**–**c**, **e**-**g**), values from the R package DESeq2 were used

When discriminating between proestrus and diestrus, we observed a comparable extent of sex differences, as both female groups exhibited a similar number of DEG versus males when compared separately (proestrus versus males, diestrus versus males) than when grouped together (females versus males). When compared to males, proestrus and diestrus females exhibited 90 and 98 DEG with 66 % and 71 %, respectively, down-regulated (Fig. 1e, f; Additional file 1: Figure S1b, c, e). Within females, however, differences were larger, with 985 DEG between proestrus and diestrus and a majority (87 %) being up-regulated in proestrus (Fig. 1g, Additional file 1: Figure S1d, e; Additional file 2: Table S1). Together with the relatively small overlap observed between each pairwise comparison (Fig. 1h), this denotes a profound reorganization of the transcriptome throughout the estrous cycle that exceeds sex differences and suggests the involvement of distinct pathways in each biological group. Nevertheless, no substantial differences were observed in the amplitude of fold-change between each pairwise comparison (Additional file 1: Figure S1f), revealing that the extent but not the intensity of gene regulation is larger within females than between sexes.

### Alterations in cellular communication in the female rat mPFC

To analyze the functional implications of the sexually biased transcriptome in the rat mPFC, we first conducted a gene-set enrichment analysis (GSEA) comparing males to females without accounting for the estrous cycle. In line with the preponderance of down-regulation in females (Fig. 1c; Additional file 1: Figure S1a, e), the vast majority of phenotypes were preferentially associated with males (Fig. 2a). While only processes related to mitochondrial oxidative phosphorylation and translation were enriched in females, males showed a vast enrichment of interaction with the extracellular matrix (ECM) and its downstream signaling (integrin family, cadherin signaling, cell–cell junction, Ncam signaling). Furthermore, all genes tested for verification by semi-quantitative real-time PCR confirmed the up-regulation (*Rgs9*, *Gucy1b2*, *Eif2s3x*, *Scn4b*) or down-regulation (*Fos*, *FosB*, *BDNF*, *Igf2*, *Egr1*) observed in females over the males without estrous cycle interaction (Fig. 2b; Additional file 3: Figure S2). However, although an overall reduction of *Egr1* in females was confirmed (Additional file 4: Table S2), its levels were reduced in proestrus only (Additional file 3: Figure S2b). Such estrous cycle-specific effect was particularly noticeable when comparing sexually biased DEG in either proestrus or diestrus. Indeed, only a 46 % and 47 % overlap was observed, respectively (Fig. 2c), revealing that the majority of sexually biased genes in the mPFC were distinct in proestrus from diestrus.

**Fig. 2:**
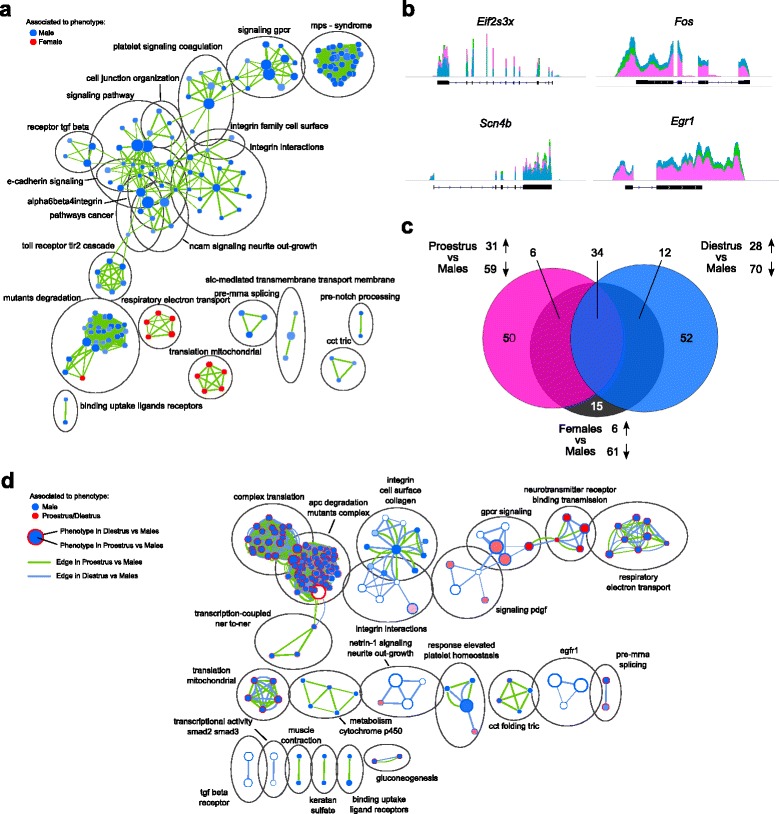
Sexually biased genes in the rat medial prefrontal cortex (mPFC) are associated with cellular communication and translation. **a** Enrichment map depicting the clusters of differentially modulated pathways between females and males identified by the gene-set enrichment analysis. The area of each node, representing a gene set (functional pathway), corresponds to the number of genes of the gene set it contains, and the edge thickness is proportional to the number of genes overlapping between the two connected nodes. Pathways related to the interaction with the extracellular matrix and its downstream signaling were widely associated with males, while only pathways related to translation and oxidative phosphorylation were associated with the female phenotype. **b** Illustration of the averaged read coverage for the male (*blue*), proestrus (*pink*), and diestrus (*green*) groups for two genes up-regulated (*left*) or down-regulated (*right*) in females when compared to males. **c** A substantial proportion of the genes differentially expressed in proestrus or diestrus when compared to males are specific to each cycle stage. **d** Enrichment map depicting the cluster of pathways identified by gene-set enrichment analysis as differentially regulated in the proestrus versus males (*inner circle* of each node), and diestrus versus males comparisons (*outer ring* of each node). *Green* and *blue* edges correspond to the proestrus versus males, and diestrus versus males datasets, respectively

Accordingly, the GSEA of the sexually biased genes with discrimination between proestrus and diestrus revealed an opposite regulation of processes related to translation, degradation, and oxidative phosphorylation between the two female groups when compared to males (Fig. 2d). Interestingly, the only processes up-regulated in proestrus and down-regulated in diestrus, when compared to males, were related to neurotransmission and its downstream signaling, suggesting proestrus-specific sex differences in synaptic transmission. However, both estrous cycle stages exhibited a down-regulation of genes associated with ECM organization (integrin-related terms), although they were more pronounced in diestrus. Furthermore, functional clustering of the 40 DEG only in diestrus versus males revealed a weak enrichment for ion transport-related processes (Table 1), whereas the 30 DEG only in proestrus versus males displayed an enrichment of transcriptional processes mainly carried out by the transcription factor *Egr1* (Table 2; Additional file 5: Figure S3).

**Table 1:** Annotation clusters enriched in sexually biased genes specific to diestrus

Cluster enrichment score	Term	Count	*p*-value	Fold enrichment
Cluster #1: 2.06	Metal ion binding	13	3.04E−03	2.27
	Cation binding	13	3.43E−03	2.24
	Ion binding	13	4.00E−03	2.20
	Transition metal ion binding	7	1.39E−01	1.86
Cluster #2: 1.51	Proteinaceous extracellular matrix	4	1.10E−02	8.16
	Extracellular region part	6	1.38E−02	3.89
	Extracellular matrix	4	1.58E−02	7.13
	Extracellular space	4	8.52E−02	3.65
	Extracellular region	6	1.29E−01	2.10
Cluster #3: 0.90	Sodium ion transport	3	2.27E−02	12.33
	Monovalent inorganic cation transport	3	1.28E−01	4.63
	Ion transport	4	1.71E−01	2.68
	Metal ion transport	3	2.14E−01	3.33
	Cation transport	3	2.86E−01	2.73

Only clusters with at least one term with *p*-value < 0.05 are represented

**Table 2:** Top 2 annotation clusters enriched in proestrus versus males

Cluster enrichment score	Term	Count	*p*-value	Fold enrichment
Cluster #1: 1.45	Negative regulation of transcription, DNA-dependent	5	5.41E−03	6.55
	Negative regulation of RNA metabolic process	5	5.71E−03	6.45
	Negative regulation of transcription	5	1.20E−02	5.20
	Negative regulation of transcription from RNA polymerase II promoter	4	1.51E−02	7.22
	Negative regulation of gene expression	5	1.61E−02	4.77
	Negative regulation of nucleobase, nucleoside, nucleotide, and nucleic acid metabolic process	5	1.73E−02	4.68
	Negative regulation of nitrogen compound metabolic process	5	1.82E−02	4.60
	Negative regulation of macromolecule biosynthetic process	5	2.09E−02	4.42
	Negative regulation of cellular biosynthetic process	5	2.23E−02	4.33
	Negative regulation of biosynthetic process	5	2.41E−02	4.23
	Negative regulation of macromolecule metabolic process	5	5.54E−02	3.25
	Regulation of transcription from RNA polymerase II promoter	4	1.48E−01	2.85
	Transcription	4	2.03E−01	2.45
	Regulation of transcription, DNA-dependent	5	2.23E−01	1.96
	Regulation of RNA metabolic process	5	2.40E−01	1.90
	Regulation of transcription	6	2.41E−01	1.70
Cluster #2: 0.57	Regulation of growth	3	1.57E−01	4.04
	Negative regulation of apoptosis	3	1.78E−01	3.74
	Negative regulation of programmed cell death	3	1.81E−01	3.70
	Negative regulation of cell death	3	1.82E−01	3.68
	Regulation of apoptosis	3	4.74E−01	1.82
	Regulation of programmed cell death	3	4.81E−01	1.80
	Regulation of cell death	3	4.83E−01	1.79

Altogether, our observations highlight alterations in ECM organization and downstream signaling pathways between males and females, suggesting differences in cellular communication in the mPFC. Nevertheless, proestrus females showed a specific alteration of neurotransmission-related genes, as well as transcriptional-related processes mainly carried by *Egr1*, suggesting a particular role for this immediate early gene in the sex differences observed in proestrus.

#### Widespread reorganization of the rat mPFC transcriptome between proestrus and diestrus

In line with the distinct sex bias between proestrus and diestrus, widespread differences in gene expression (985 DEG) were observed between these two stages of the estrous cycle. Following GSEA, we observed an up-regulation of processes related to translation, degradation, and oxidative phosphorylation in diestrus (Fig. 3a), confirming our examination of sex-biased DEG (Fig. 2d), alongside a robust representation of DNA transcription consistent with the enrichment of transcription-related terms in proestrus-specific sex-biased DEG (Table 2). Supporting our previous observation (Fig. 2d), neurotransmission-related terms were widely enriched in proestrus when compared to diestrus. Indeed, cell–cell junction, neuronal organization, synaptic transmission and general signaling pathways were found enriched and associated with proestrus (Fig. 3a), and strengthened by a large enrichment of Gene Ontology (GO) terms related to the synaptic compartment of the cell (Fig. 3b; Additional file 6: Table S3). Similarly, the enrichment analysis of terms from the Kyoto Encyclopedia of Genes and Genomes (KEGG) revealed alterations in insulin signaling, translation, synaptic transmission, and general signaling pathways (Fig. 3c), supporting global differences in signal transduction. Interestingly, these genes were found to be significantly associated with pathologies such as depression, behavioral disease, and bipolar disorder, unlike DEG in other conditions (Additional file 7: Figure S4), denoting the functional importance and relevance of the mPFC transcriptome reprogramming throughout the estrous cycle.

**Fig. 3:**
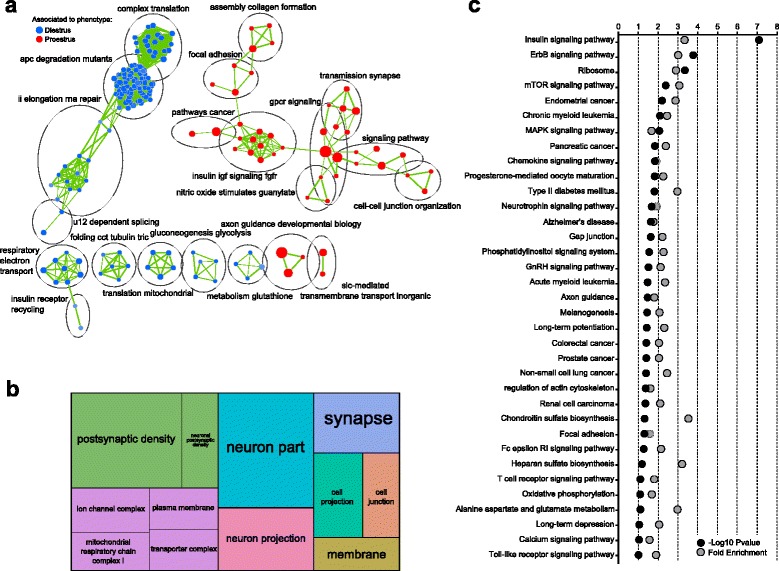
Widespread functional reorganization of the rat medial prefrontal cortex transcriptome throughout the estrous cycle. **a** Enrichment map depicting the clusters of differentially modulated pathways between proestrus and diestrus females identified by the gene-set enrichment analysis. The area of each node, representing a gene set (functional pathway), corresponds to the number of genes of the gene set it contains, and the edge thickness is proportional to the number of genes overlapping between the two connected nodes. Pathways related to translation, degradation, oxidative phosphorylation, and transcription are associated with diestrus females, whereas extracellular matrix interactions, as well as insulin and synaptic signals transduction are associated with proestrus females. **b** treemap representation of Cellular Compartment terms from the Gene Ontology database, showing a marked enrichment of neuronal and synaptic genes. The size of each rectangle is proportional to the -log10 of the *p*-value (the bigger the rectangle, the more significant the enrichment). **c** The enrichment analysis of pathways from the Kyoto Encyclopedia of Genes and Genomes reveals a widespread alteration of signal transduction pathways, including neuronal and synaptic, as well as translation processes

Furthermore, driven by our observations of sexually biased expression in mRNA splicing genes (Figs. 2a, d and 3a) and the fact that alternative splicing events are extensively observed in the mammalian brain, and are sexually dimorphic [18, 19], we conducted an analysis of differential exon usage accounting for differences in gene expression, which thus allowed the assessment of alternative transcription start site and polyadenylation site usage in addition to alternative splicing [20]. Similar to our gene expression results, extensive regulations were present within females, but moderate between sexes, denoting a large impact of the estrous cycle on alternative splicing events (Additional file 8: Table S4). Interestingly, particular changes in synaptic assembly and vesicular transport between proestrus and diestrus were detailed (regulation of actin cytoskeleton, dendritic spine, neuron spine, vesicle; Additional file 9: Figure S5).

Our observations highlight alterations in ECM organization and downstream signaling between males and females, supporting differences in cellular communication in the mPFC. Nevertheless, proestrus females showed a specific enrichment of neurotransmission, as well as transcription-related processes carried mainly by *Egr1*, suggesting a role for this immediate early gene in the sex differences observed in proestrus.

#### Variations in synaptic functions are preponderant among sex and estrous cycle regulations

We observed substantial variations in the rat mPFC transcriptome, both by sex and by the stage of the estrous cycle. However, despite a wider range of variations between females than between sexes, the respective impact of each factor (sex and estrous cycle), and more importantly their interaction, remained to be investigated. To this end, we clustered all genes based on their pattern of regulation between all three biological conditions, allowing for the identification of genes being affected by sex (proestrus and diestrus similar to each other, but different from males), estrous cycle (either proestrus or diestrus different from males), or both (both proestrus and diestrus different from males and from each other).

Out of the nine optimal clusters identified (Fig. 4), four showed regulation by the estrous cycle alone (representing 48 % of all genes detected), three displayed regulation by both sex and estrous cycle (37 % of all genes), whereas only two showed an effect of sex alone (15 % of all genes). Notably, 68 % and 28 % of all DEG showed regulation by both sex and estrous cycle or by the estrous cycle alone, respectively, while only 5 % were affected by sex alone, thereby demonstrating further the profound impact of the estrous cycle on the rat mPFC transcriptome. In particular, almost two thirds of all DEG (64.7 %) were up-regulated in proestrus when compared to males, and down-regulated in diestrus to reach lower levels than males (Fig. 4, cluster 1). The second biggest proportion of DEG showed a similar up-regulation in proestrus, but returned to the levels of males in diestrus (Fig. 4, cluster 2). Interestingly, the DEG present in these two main clusters were primarily associated with synaptic organization, function, and signal transduction, thereby revealing the preponderant nature of the synaptic regulation and its modulation by both sex and estrous cycle (Additional file 10: Table S5). The remaining clusters highlighted the less pronounced alterations in translation, up-regulated in diestrus when compared to either proestrus (Fig. 4, cluster 3) or males (Fig. 4, cluster 4), as well as the down-regulation of genes associated with ECM organization in females regardless of the estrous cycle (Fig. 4, cluster 6). Finally, we also confirmed the small but significant sex bias in the down-regulation of transcription-related genes, including *Egr1*, specific to proestrus (Fig. 4, cluster 7).

**Fig. 4:**
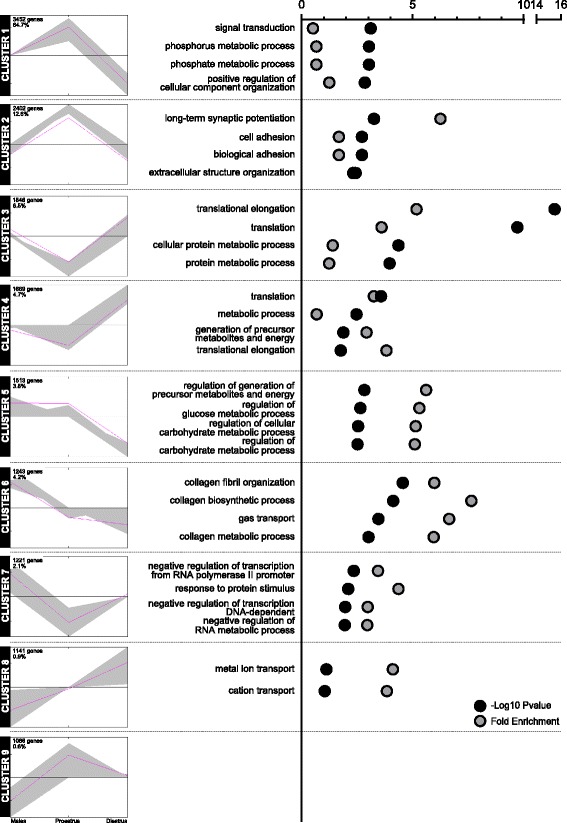
Estrous cycle-dependent transcriptomic regulation exceeds sex differences and primarily targets synaptic function. A gene clustering analysis identified nine distinct profiles of gene regulation between males (*left side*), proestrus (center), and diestrus females (*right side*). At the top left corner of each plot is detailed the total number of genes as well as the percentage of all differentially expressed genes represented in the cluster. In each cluster, the enrichment in Biological Processes from the Gene Ontology (GO) database was analyzed for the differentially expressed genes represented in the cluster. The first four hits (if four or more hits were found) ranked by *p*-value are depicted on the right of each plot and highlight the enrichment of synapse-related genes in proestrus females from clusters 1 and 2, translation processes in diestrus females from clusters 3 and 4, and interaction with the extracellular matrix from cluster 6. The full list of enriched GO terms can be found in Additional file 10: Table S5

To investigate the contribution of the different cell types present in the rat mPFC to the profiles of gene expression regulated by sex and the estrous cycle, we analyzed the enrichment of different neuronal, glial, and other cell types in the DEG in each pairwise comparison. In line with the preponderance of variations in synaptic transmission among the estrous cycle regulations, both the “neuron” and “interneuron” cell types were enriched in the DEG between proestrus and diestrus females (Additional file 11: Figure S6a; Additional file 12: Figure S7a). Accordingly, the functional analysis of these “neuronal” genes revealed widespread associations with synaptic transmission, cell–cell communication, and intracellular signaling pathways (Additional file 11: Figure S6d, e; Additional file 12: Figure S7e), supporting the widespread alterations in synaptic transmission between proestrus and diestrus females. When comparing males to females, however, our analyses suggest a contribution of the “mural” cell type (pericytes and vascular smooth muscles), together with endothelial cells to a lesser extent, mainly carried by genes related to ECM interaction (Additional file 11: Figure S6a–c; Additional file 12: Figure S7a, c). It is important to note, however, that these sex differences appeared more pronounced in proestrus than in diestrus, as the enrichment in the mural or endothelial cell type failed to reach significance when analyzing DEG between diestrus and males. Interestingly, oligodendrocytes appeared to contribute to both sex and estrous cycle regulations in a maturation-dependent manner, with genes related to cell–cell adhesion and ECM interaction (Additional file 12: Figure S7a, b, d, f).

#### *Egr1 binds to synaptic plasticity genes in a sex-specific and estrous cycle-specific manner*

The pattern of sexually biased genes in the rat mPFC, distinct between proestrus and diestrus, included the down-regulation of transcription-related genes, mainly involving the transcription factor *Egr1* (Table 2; Fig. 4, cluster 7), and lower *Egr1* mRNA levels specific to proestrus (Fig. 2b; Additional file 3: Figure S2b). When analyzing transcription factors associated with our DEG in the literature, *Egr1* ranked among the top hits and was the top hit in the proestrus versus males comparison (Additional file 13: Table S6), where transcription-related terms carried by *Egr1* were enriched (Table 2). Within females, however, *Egr1* only ranked at the fifth position, likely owing to the high number of DEG. Interestingly, only *Egr1* and *Klf4* expression was sexually biased in the rat mPFC (Additional file 2: Table S1), and *Egr1* was the only candidate transcription factor with proestrus-specific gene regulation (Additional file 3, Figure S2b). Altogether, these observations suggest that *Egr1* is a main contributor to the transcriptional regulations in proestrus females. To further investigate the genes and their related biological functions under the direct transcriptional control of *Egr1* in a sex-specific and estrous cycle-specific manner, we analyzed Egr1 targets in the mPFC of males, proestrus, and diestrus females by ChIP-seq.

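Chromatin from the mPFC of 8-week-old rats, sheared to fragments of 200 to 500 bp, was immunoprecipitated with 4 μg of an antibody against the transcription factor Egr1, and the DNA was sequenced. After the authors removed outlier libraries, the male group held 3 animals, the proestrus group 2, and the diestrus group 4. The authors mapped the reads to the Rnor_5.0 genome, kept uniquely mapping reads without duplicates, and compared the groups in pairs with the DiffReps tool. For each of the 3 comparisons, the authors deposited a table of the regions called different, and regions that were not called are not analysed here. Each row gives the normalized reads of every library in the region as an unlabelled list, the mean of each group, its enrichment over background, the p-value and adjusted p-value, and the nearest gene. The normalization, the background, and the window and cut-off of the calls are not given in the sources used here. Of the 31606 library values in the 3 tables, 31601 lay within 0.1 of a whole multiple of the value of 1 read in their library, so that the number of reads behind each value was recovered. The paper gives raw reads over all libraries together, but the depth of each is not given in the sources used here, and only the reads within the listed regions could be counted. In the regions of proestrus versus males, the proestrus libraries held 15870 and 31949 reads, and the male libraries between 5370 and 9893, with a median of 7528. In proestrus versus diestrus, the proestrus libraries held 9760 and 16509 reads, and the diestrus libraries between 1560 and 2693, with a median of 1995. In diestrus versus males, the diestrus libraries held between 2695 and 4278 reads and the male libraries between 3265 and 7188, with medians of 3640.5 and 5059. These sums follow from what was called, and are not library sizes. The value of 1 read is the closer measure of relative depth, and differed by 2.03 times between the proestrus libraries and by up to 2.19 times among the males of that comparison. The median region held 17 reads over all libraries in proestrus versus males, 17 in proestrus versus diestrus, and 27 in diestrus versus males. Fold changes were computed from the group means, and shares are given with Wilson 95% intervals that cover counting error only.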

In line with the regulation of *Egr1* mRNA levels specific to proestrus, Egr1 differential binding was predominantly observed between proestrus and males (2108 hits), and within females (1554 hits), whereas it was less notable between diestrus and males (641 hits, Fig. 5a). 

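The deposited tables listed 3225 regions in proestrus versus males, 1774 in proestrus versus diestrus, and 691 in diestrus versus males. When every nearest gene was counted once, these regions corresponded to 2108, 1554, and 641 genes. In proestrus versus males, 573 genes were nearest to 2 or more regions, with at most 15 regions for the same gene, whereas 192 and 43 genes had several regions in proestrus versus diestrus and in diestrus versus males. The threshold on the adjusted p-value of the authors' deposited table moved these numbers most. Under 0.01, 3026 regions remained in proestrus versus males, none in proestrus versus diestrus, where the smallest deposited adjusted p-value was 0.0109, and 52 in diestrus versus males. Conversely, 17, 49, and 2 regions were listed with an adjusted p-value of 0.05 or above. Chromosome X held 1137 regions in proestrus versus males, or 35.3%, against 116 in proestrus versus diestrus and 54 in diestrus versus males. Among autosomal and X-linked regions higher in proestrus, 37.5% lay on chromosome X when compared to males and 6.66% when compared to diestrus females (adjusted p = 2.3e-138, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 3 contrasts). Among regions lower in proestrus than in males, 2.42% lay on chromosome X (adjusted p = 1.1e-32 against the regions higher in proestrus, same exact test). In diestrus versus males, the shares were 17.2% of the regions higher in diestrus and 1.01% of those lower (adjusted p = 6.1e-16, same exact test). Neighboring regions are not independent, and the tests describe these lists. Females carry a pair of X chromosomes and males a lone copy, and whether the comparison of reads took this into account is not given in the sources used here. Without chromosome X, 2088, 1658, and 637 regions were left, nearest to 1619, 1452, and 594 genes, and the order of the 3 comparisons was unchanged. From the larger numbers of hits in both comparisons with proestrus, the paper relates Egr1 differential binding to the regulation of Egr1 mRNA in this stage of the cycle.

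**Figure D1:**
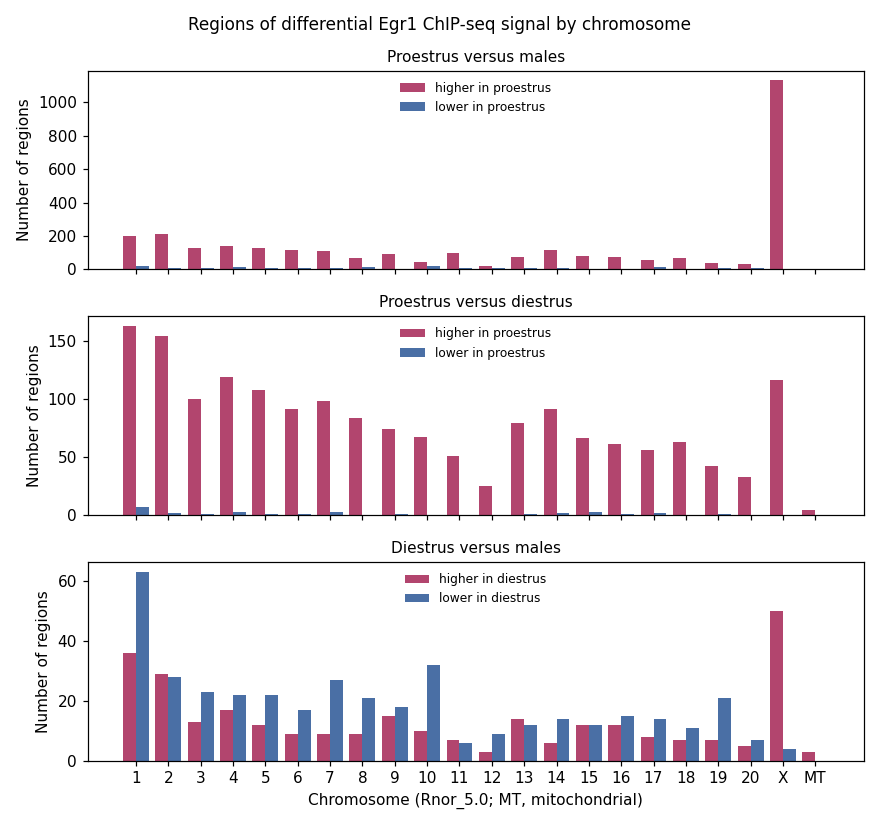
Number of regions higher (pink) and lower (blue) in the first group of each comparison, by chromosome of Rnor_5.0, with a separate vertical scale for each comparison. In proestrus versus males, chromosome X holds 1132 regions higher in proestrus and no autosome more than 213, whereas in proestrus versus diestrus chromosome X holds 116 and chromosome 1 holds 163.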

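The authors' annotation assigns every region of differential Egr1 signal to its nearest gene, whatever the distance. In proestrus versus males, 565 of 3225 regions (17.5%) lay inside or overlapped that gene, 24.2% lay within 5 kb of it, and 1215 (37.7%) lay more than 100 kb away. In proestrus versus diestrus, 394 of 1774 regions (22.2%) lay inside or overlapped the gene, 28.9% within 5 kb, and 538 (30.3%) beyond 100 kb. In diestrus versus males, these shares were 26.8%, 35.0%, and 23.2%. Outside genes, the median distance to the nearest gene was 84730 bp, 65848 bp, and 55533 bp, respectively. Restricting the nearest genes to those with a region inside or overlapping them left 478, 380, and 177 genes. Regions higher in proestrus than in males were inside or overlapping a gene less often than those lower in proestrus, with 16.5% of 3018 against 32.4% of 207 (adjusted p = 2.2e-07, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 3 comparisons). The same difference was found in diestrus versus males, with 20.8% of 293 against 31.2% of 398 (adjusted p = 0.00357, same exact test). In proestrus versus diestrus, where 29 regions were lower in proestrus, 22.0% against 34.5% was not significant (adjusted p = 0.116, same exact test). At an adjusted p-value under 0.01, the difference in diestrus versus males was -0.600 percentage points (30.4% against 31.0%) and no longer significant. The compared sets also differ in chromosome. Chromosome X held 37.5% of higher and 2.42% of lower regions in proestrus versus males, and 17.2% and 1.01% in diestrus versus males. They differ in reads as well, as no lower region of proestrus versus males held fewer than 22. Neither was held equal, neighboring regions are not independent, and the tests describe these lists. The Gene Ontology terms of the nearest genes were not analysed here, because at most 5.15% of the nearest genes of a comparison could be named.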

In proestrus, the nearest located genes were strongly associated with neuronal and, especially, synaptic compartments when compared to males (Fig. 5b) or diestrus (Fig. 5c). Furthermore, a similar modulation of neuronal signal transduction (neuroactive ligand-receptor interaction, calcium signaling pathway, axon guidance, cell adhesion molecules, Jak-STAT signaling pathway, endocytosis) was observed in all comparisons, although seemingly weaker in proestrus versus diestrus (Fig. 5d–f). Altogether, these observations confirmed the involvement of *Egr1* in the transcriptional regulation of the mPFC in proestrus, and highlighted an interesting association of its targets in the regulation of synaptic function.

**Fig. 5:**
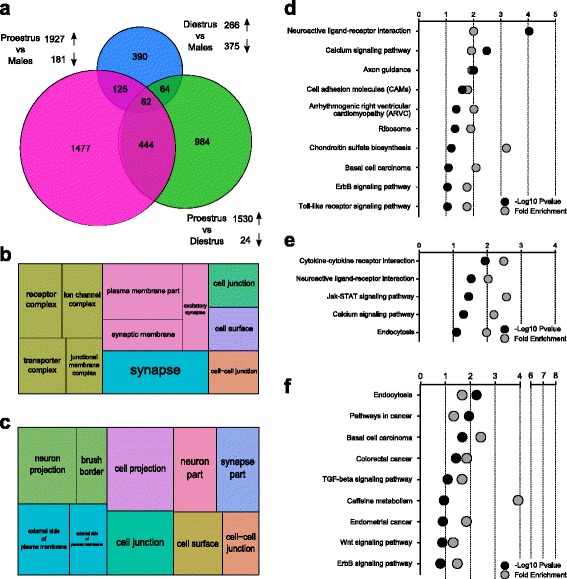
Egr1 binds to synapse-related genes in a sex-specific and estrus cycle-specific manner. **a** The majority of differential Egr1 binding was observed in proestrus when compared to either males (*pink circle*) or diestrus females (*green circle*). **b**, **c** treemap representation of Cellular Compartment terms from the Gene Ontology database, showing a marked enrichment of receptors complexes, synapse, and zones of cell–cell communication localizations in proestrus when compared to males (**b**) or diestrus (**c**). The size of each rectangle is proportional to the -log10 of the *p*-value (the bigger the rectangle, the more significant the enrichment). **d**–**f** The enrichment analysis of pathways from the Kyoto Encyclopedia of Genes and Genomes on the nearest genes to a differential Egr1 binding locations reveals an alteration of signal transduction pathways between males and females in proestrus (**d**) and diestrus (**e**), as well as within females (**f**)

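Counted by nearest gene, 1477 genes were found only in proestrus versus males, 984 only in proestrus versus diestrus, and 390 only in diestrus versus males. The comparisons with proestrus shared 444 genes that were absent from diestrus versus males, and 62 genes were found in all 3 comparisons. These numbers match those printed in Fig. 5a, as do the numbers of genes higher and lower when each gene is given the direction of its first listed region. Sharing a nearest gene did not require binding at the same position. Of the 506 genes shared by proestrus versus males and proestrus versus diestrus, 197 (38.9%) had regions that overlapped by at least 1 bp. By position, 207 regions of proestrus versus males overlapped 210 regions of proestrus versus diestrus, or 11.8% of the latter. All 210 overlapping pairs had the same direction, 207 higher and 3 lower in proestrus (Wilson 95% interval 98.2% to 100%). Both comparisons use the same proestrus libraries, however, and simulated groups without any difference, drawn at the depths of these libraries, gave 36 calls common to both comparisons, of which 100% had the same direction. Across the 203 overlapping pairs with finite fold changes, Pearson's r was 0.56 and Spearman's rho 0.38, against 0.64 and 0.61 across 36 simulated calls with a dispersion of 0.1, and 0.33 and 0.29 across 732 with a dispersion of 0.3. The observed values lie between these, and the dispersion is assumed. Regions are not independent replicates, and these correlations describe the regions only. Proestrus versus males and diestrus versus males, which share the males, had 39 overlapping pairs, all of the same direction, as had all 14 simulated pairs. Proestrus versus diestrus and diestrus versus males had 19 overlapping pairs, of which 6 had the same direction. Of these 6 pairs, 4 were mitochondrial, and of the 15 pairs elsewhere 2 had the same direction, against 0 of 14 simulated pairs.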

Finally, to link the sex-specific and estrous cycle-specific differential binding of Egr1 to the transcriptomic variations, we specifically analyzed the genes common in both RNA-seq and ChIP-seq datasets. 

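Nearest genes are listed by Ensembl identifier, and their symbols were taken from the first 1258 of the 15607 rows of Table S1, the part used here. This named 65 of the 1554 nearest genes of proestrus versus diestrus. Among the 631 genes that the proestrus versus diestrus sheet of Table S3 lists, 64 (10.1%) had an identifier, too few for a test of synaptic genes, which was not run. Of the named genes with a region, Kit and Gabra2 belonged to the synapse term of Table S3 or to Table S8. The region nearest to Kit (ENSRNOG00000002227) lay on chromosome 14 of Rnor_5.0 from 34885351 to 34885900, downstream of the gene at a distance of 17378 bp. It held 6.77 ± 0.262 normalized reads in proestrus (SD, n = 2) and 1.00 ± 0.871 in diestrus (SD, n = 4), a log2 fold change of 2.76 resting on 19 reads. With each library left out in turn, this value stayed between 2.34 and 3.42. The background behind the deposited enrichment had a log2 ratio of -0.89, and the enrichment in the authors' deposited table was 4.28 in proestrus and 0.34 in diestrus. The region nearest to Gabra2 (ENSRNOG00000002349), which encodes a subunit of the GABA-A receptor, lay on the same chromosome from 39377951 to 39378550, upstream at 94862 bp. It held 6.38 ± 2.1 normalized reads in proestrus (SD, n = 2) and 0.785 ± 0.998 in diestrus (SD, n = 4), a log2 fold change of 3.01 resting on 16 reads, and between 2.61 and 4.17 with each library left out. Here the background had a log2 ratio of 2.04 in the same direction, and the enrichment in that table of the authors was 1.22 in proestrus and 0.62 in diestrus. In both regions, each proestrus library was above each diestrus library. The regions were selected for a difference between these libraries, so that no further test was made, and 2 against 4 libraries allow no exact permutation p below 0.0667. In the authors' deposited table, the adjusted p-values of these regions were 0.0197 and 0.0229. In the RNA-seq of the paper, made on other animals, the paper's reported log2 fold changes of proestrus versus diestrus were 0.58 for Kit and 0.88 for Gabra2.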

Only the proestrus versus diestrus comparison showed an overlap of 92 common genes, strongly associated with a wide range of processes related to synaptic function, from synaptic and postsynaptic localizations to synaptic architecture, neurotransmitter transport, recycling, and secretion (Table 3). This denotes a direct control by *Egr1* of the alterations in synaptic functions highlighted by the differential gene expression in the mPFC throughout the estrous cycle.

**Table 3:** Top 3 annotation clusters enriched in proestrus versus diestrus common between RNA-sequencing and Chromatin immunoprecipitation-sequencing analyses

Cluster enrichment score	Term	Count	*p*-value	Fold enrichment
Cluster #1: 2.72	Synapse	14	3.07E−08	7.24
	Cell junction	13	1.27E−06	5.82
	Plasma membrane	29	1.77E−06	2.37
	Plasma membrane part	21	4.06E−06	3.03
	Synapse part	10	4.81E−06	7.56
	Postsynaptic membrane	7	5.92E−05	10.01
	Synaptic transmission	7	5.03E−04	6.78
	Cell-cell signaling	8	7.78E−04	5.14
	Transmission of nerve impulse	7	1.90E−03	5.25
	Exocytosis	5	2.01E−03	9.14
	Postsynaptic density	4	8.24E−03	9.44
	Secretion by cell	5	1.51E−02	5.15
	Neurotransmitter secretion	3	2.41E−02	12.24
	Secretion	5	3.49E−02	3.97
	Vesicle-mediated transport	6	5.15E−02	2.91
	Regulation of neurotransmitter levels	3	5.77E−02	7.58
	Neurotransmitter transport	3	7.82E−02	6.36
	Generation of a signal involved in cell-cell signaling	3	8.78E−02	5.95
	Regulation of cellular localization	4	1.37E−01	3.06
	Protein domain specific binding	4	1.99E−01	2.55
	Regulation of secretion	3	3.14E−01	2.60
	Neurological system process	9	6.40E−01	1.03
Cluster #2: 2.30	Biological adhesion	9	1.23E−03	4.12
	Cell adhesion	9	1.23E−03	4.12
	Cell-cell adhesion	4	8.08E−02	3.87
Cluster #3: 1.74	Postsynaptic membrane	7	5.92E−05	10.01
	Cytoskeleton	11	1.70E−02	2.29
	Cytoskeletal part	9	2.15E−02	2.54
	Intracellular non-membrane-bounded organelle	12	2.99E−01	1.29
	Non-membrane-bounded organelle	12	2.99E−01	1.29

## Discussion

In this study, we found that the sexually biased transcriptome was distinct in proestrus and diestrus females. Surprisingly, while relatively few genes were sexually biased, we observed a profound reorganization of the rat mPFC transcriptome throughout the estrous cycle with 10–14 times more DEG between proestrus and diestrus than between males and females in either estrous cycle stage. While both female groups exhibited alterations in cellular communication when compared to males, proestrus females displayed widespread up-regulation of genes and exon usage related to synaptic neurotransmission, which represented the preponderant sex × estrous cycle alteration. Furthermore, proestrus females showed a specific down-regulation of *Egr1* levels, along with variations in its binding at synaptic function-related genes. This association was particularly strong for the genes being also differentially expressed, revealing a direct involvement of *Egr1* in the specific transcriptomic signature of proestrus.

The advances in genome-wide analyses tools such as microarrays and RNA-seq have allowed a better understanding of sex differences in gene expression in various tissues and organisms. As such, and contrary to somatic tissues such as the liver, adipose, or muscle tissue, a limited sex bias is observed in the brain [16–18, 21]. In the rat mPFC, we found 67 sexually biased genes (0.43 % of all detected genes), in line with the human PFC where the sex bias was only 0.14–0.24 % (representing 22–35 genes, respectively) [17, 18]. Such small differences can appear limited in view of the profound differences in mPFC physiology [6], and could result from the high cell-type heterogeneity within cortical tissues [22]. Nevertheless, given the relatively wide sex bias observed in genes related to protein degradation and translation, an amplification at the protein level cannot be ruled out. Notably, we show that, despite not affecting the number of DEG, the estrous cycle does impact the biological significance of the sexually biased transcriptome. Interestingly, while confirming sex differences in translation, ECM organization, and mitochondrial function described in the mouse and human brain (including PFC) [16, 17, 23], we detailed partly opposite regulations in proestrus and diestrus females when compared to males or to each other. Indeed, interaction with the ECM was higher in proestrus, and mitochondrial function and translation were enriched in diestrus. In line with our observations, such up-regulation of mitochondrial function has already been reported in the rat mPFC, where cytochrome c oxidase activity was greater in diestrus than estrus [24]. It is particularly interesting to note that in addition to the multitude of variations observed within females, the majority of genes were up-regulated in proestrus, but down-regulated in diestrus when compared to males (Fig. 4, cluster 1). As a result, this variability is likely to mask a substantial number of sex differences specific to either stage of the estrous cycle. Variations in synaptic function, for instance, are among such processes whose enrichment was revealed after discriminating between proestrus and diestrus, and illustrate the importance of accounting for the estrous cycle in experimental designs [3].

Given the extent of gene regulation observed within females, we favored an analysis of biological pathways and processes over gene-based or transcript-based investigations in order to capture an integrative understanding of the sex and estrous cycle effects, and thus identified a multi-level up-regulation of processes related to synaptic transmission in proestrus. Accordingly, without consideration of the estrous cycle, female rats display fewer neurons and glia, smaller structure volume, lower spine density, as well as shorter and less branchy apical dendritic arbors than males in the mPFC [25–27]. However, as illustrated by our study, such differences are affected by the estrous cycle and depend on cyclic ovarian hormone fluctuations, with higher spine density in cortical neurons dendrites in proestrus than estrus or diestrus [28, 29]. In other brain regions such as the hippocampus, these regulations are paralleled by variations in synaptic activity and plasticity [10], with male rats generally displaying slightly higher basal activity than females [30, 31]. Within females, however, the estrogen surge in proestrus increases the excitability of CA1 and CA3 pyramidal neurons over other estrous cycle stages, including diestrus [31, 32]. It is interesting to note that such effect is dependent on the slow rise of estrogen the preceding day [33], which thus strengthens the importance of cyclicity in hormonal fluctuations. Although similar regulations have been reported in other regions, the effects of sex and the estrous cycle on the mPFC electrophysiology remain unclear. Gamma-aminobutyric acid (GABA) binding, as well as mPFC contents of serotonin, dopamine, and their respective metabolites, differ between male and female rodents and vary across the estrous cycle [34–36], whereas glutamatergic transmission is higher in proestrus than in diestrus [37]. Through widespread modulations of these systems, ovarian hormones represent the main candidates in mediating such variations [10]. Interestingly, estrogen treatment in ovariectomized rats induces, in the mPFC, a reorganization of genes and pathways common with our study, including neurotransmission, signal transduction, transport, transcription, ECM, and cell adhesion [15]. Furthermore, in our study we found 399 genes (41 % of DEG) with known regulation by estrogens or progestins between proestrus and diestrus, 63 of which (16 %) are related to synaptic function at multiple levels, including synaptic assembly, neurotransmitter release and metabolism, and ion channels, as well as post-synaptic receptors and their downstream signaling (Additional file 14: Table S7; Additional file 15: Table S8). Combined with the enrichment of processes related to neurotransmission at the structural (cell–cell junction, ECM, focal adhesion, actin cytoskeleton), receptor (G protein-coupled receptor signaling, intracellular signaling pathways), and transporter (slc-mediated transmembrane transport, transmission synapse) levels in proestrus, these observations strongly support substantial sex differences in synaptic structure, function, and plasticity governed by hormonal fluctuations across the estrous cycle.

We observed a strong contribution of the neuronal cell type (both “pyramidal neuron,” and “interneuron”) to the profile of gene expression between proestrus and diestrus females (Additional file 11: Figure S6; Additional file 12: Figure S7). In addition to further supporting the preponderance of synaptic transmission in regulation by the estrous cycle (Fig. 4), this finding strengthens existing observations that both excitatory and inhibitory transmissions are affected by the estrous cycle or ovarian hormones [34, 37]. Similarly, the suggested contribution of pericytes, vascular smooth muscle, and, to a lesser extent, endothelial cells to the regulations by sex are in line with the known sex differences in brain morphology as well as the cerebrovascular system and endothelial cell function and reactivity [5, 25–27, 38]. Notably, sex hormones, and particularly estrogen, strongly regulate cerebrovascular and endothelial cell function and reactivity [38–40], and alter the expression of genes related to vascular transport [15], which could thus explain the more pronounced enrichment of the mural and endothelial cell types in the DEG between proestrus and males than between diestrus and males. Similarly, we observed a suggested contribution of oligodendrocytes to the regulations by sex or the estrous cycle, although at different maturation stages, in accordance with the known sex differences in oligodendrocytes number, white matter volume, myelin sheaths, and myelinated fibers in the rodent brain [41]. Given the crucial roles played by each of these cell types in regulating neuronal signal transmission, these observations strengthen evidence for the widespread nature of the regulation of synaptic transmission by sex and the estrous cycle.

Among the genes affected by sex or the estrous cycle, we detected several key transcription factors likely to explain part of the transcriptomic and biological pathway regulations. For instance, it is interesting to note that the transcription factors *Fosb*, *Maff*, *Bcl6b*, and *Klf4*—all down-regulated in females when compared to males—exhibit high expression in endothelial and mural cells in the mouse brain [22, 42], and regulate endothelial cell function and ECM components [43–46] in line with the enrichment of these cell types in the sexually biased gene expression profiles. Furthermore, *Maff* and *Klf4* are also induced in response to nerve-growth factor in rat PC12 cells alongside several other immediate early genes, such as *Egr1*,*2*,*4* or *Id1*, that are all differentially expressed in proestrus females when compared to males (Additional file 2: Table S1), which highlights their involvement in neuronal function. Nevertheless, among these regulations, we detected an interesting alteration of the immediate early gene *Egr1*. Indeed, *Egr1* was down-regulated in females, and was identified as a main contributor to the down-regulation of transcription-related processes between proestrus females and males. Furthermore, *Egr1* was revealed as a main candidate transcription factor associated with sexually biased genes in proestrus females by an in silico analysis (Additional file 13: Table S6), which was further detailed by our ChIP-seq analysis by underlying its particular involvement in the transcriptional signature of proestrus females, with a direct association with synapse-related genes.

Despite its widely accepted involvement in and regulation by synaptic activity, the exact targets of Egr1 and their respective connection to the control of synaptic functions remain unclear [47]. Indeed, in the cortex, *Egr1* is induced by synaptic activity or major signaling factors such as Elk-1, NF-κB, Egr1 itself, or the mitogen-activated protein kinase (MAPK) pathway [47–49]—which, notably, was up-regulated in proestrus. Moreover, although its regulation by ovarian hormones in the mPFC remains to be characterized, *Egr1* is at the center of a gene regulation network induced by estrogen in the mouse mammary gland [50], and while estrogen up-regulates *Egr1* mRNA in the mouse uterus via activation of the MAPK pathway, co-treatment with progesterone dampens this effect [51]. Because tissues used in our study were collected in the early afternoon of proestrus, the down-regulation of *Egr1* mRNA in proestrus may result from the early rise in progesterone levels in this stage of the cycle. Nevertheless, proestrus females exhibited a widespread differential binding of Egr1 to its transcriptional targets when compared to males or diestrus females, suggesting enhanced Egr1-mediated transcriptional regulations despite lower mRNA levels. 

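In proestrus versus males, 3018 of 3225 regions (93.6%, Wilson 95% interval 92.7% to 94.4%) were higher in proestrus, and on autosomes 1885 of 2087 (90.3%). In proestrus versus diestrus, 1745 of 1774 (98.4%, interval 97.7% to 98.9%) were higher in proestrus. In diestrus versus males, 293 of 691 (42.4%, interval 38.8% to 46.1%) were higher in diestrus. The median log2 fold change of the regions higher in proestrus was 3.03 when compared to males and 3.06 when compared to diestrus, from median group means of 7.35 against 0.93 and 6.42 against 0.79 normalized reads. These differences rest on few reads per region, with fewer than 20 reads over all libraries in 2416 regions (74.9%) of proestrus versus males and 1275 (71.9%) of proestrus versus diestrus. No region with fewer than 20 reads was lower in proestrus in either comparison. With 2 proestrus libraries, an exact binomial test on reads at p = 1.0e-04 needs at least 23 reads to call a region lower in proestrus than in males, but 9 to call it higher, and at least 22 against 10 when compared to diestrus. Among autosomal regions with at least 23 reads, 202 of 363 (55.6%, interval 50.5% to 60.7%) were higher in proestrus than in males, and 257 of 459 (56.0%) from 22 reads, the fewest of a listed lower region. Among those with at least 22 reads, 287 of 316 (90.8%, interval 87.1% to 93.5%) were higher in proestrus than in diestrus. These limits depend on the direction, because an equal change gives fewer reads over all libraries when higher in proestrus. They kept 202 of 1885 higher but 161 of 202 lower regions when compared to males. When compared to diestrus, they kept 287 of 1625 higher and 29 of 29 lower. The lower shares are therefore in part built in. Simulated groups without any difference, with an assumed dispersion of 0.1, gave 93.5% and 94.3% of calls higher in proestrus at all depths. From 23 and 22 reads, they gave 67.8% of 143 calls and 76.3% of 118 calls. With a dispersion of 0.3, the shares at all depths were 87.2% and 90.9%, and with 0 they were 97.7% and 98.3%. All simulated windows had the same mean of 2.70 normalized reads and the same cut-off. Some listed regions had deposited p-values above that cut-off. How the simulated shares depend on the mean and the cut-off was not tested. The region with the smallest adjusted p-value in each direction, and among ties the largest fold change, was as follows. In proestrus versus males, the region on chromosome 20 from 29290601 to 29291850 held 57.7 ± 2.23 normalized reads in proestrus (SD, n = 2) and 3.18 ± 2.1 in males (SD, n = 3), and the background there had a log2 ratio of 3.90 against 4.18 for the reads. The region on chromosome X from 123101 to 124700 was listed at 0 in proestrus, without background, and at 33.5 ± 4.99 in males (SD, n = 3). When compared to diestrus, the region on chromosome 14 from 20632651 to 20633250 held 7.08 ± 1.15 normalized reads in proestrus (SD, n = 2) and was listed at 0 in diestrus. The region on chromosome 1 from 236145051 to 236145900 held 2.98 ± 3.22 in proestrus (SD, n = 2) and 19.8 ± 8.70 in diestrus (SD, n = 4), a log2 fold change of -2.73 that lay between -4.82 and -1.91 with each library left out. The background there had a log2 ratio of -0.56. An overlapping region of diestrus versus males, from 236144951, had log2 ratios of 2.26 for reads and 1.84 for background, so that Egr1 binding need not be what differs. In diestrus versus males, the region on chromosome X from 133253801 to 133254950 held 20.7 ± 6.30 normalized reads in diestrus (SD, n = 4) and 4.62 ± 3.04 in males (SD, n = 3), and the lower region was again that from 123101, with 0.343 ± 0.685 in diestrus (SD, n = 4). The background had a log2 ratio of 0.41 against 2.16 for the reads at the former, and of -5.24 against -6.45 at the latter.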

We could thus identify a proestrus-specific alteration of transcriptional regulators including *Egr1* itself and some of its targets previously associated, in different systems, with pathways and processes regulated by the estrous cycle in the rat mPFC. Indeed, *Egr1* regulates ECM composition, mitochondrial function, apoptotic processes, signal transduction, and transcription, through the transcriptional control of a variety of genes [52–54], of which several are differentially expressed in proestrus. Furthermore, in vitro evidence for a role of *Egr1* in the control of synaptic functions in neurons exist, as its overexpression in rat PC12 cells affects the expression of 135 genes—the majority being down-regulated—related to synaptic function, including neurotransmitters, signal transduction, presynaptic vesicular trafficking, synapse formation and assembly, and protein translation and degradation [54]. In our study, we report a similar enrichment from the genes showing a differential Egr1 binding in proestrus, especially among DEG (Table 3). Combined to the over-representation of *Egr1* among the transcription factors associated with the gene expression profile of proestrus females (Additional file 13: Table S6), these data support a direct control of synapse-related genes by Egr1 throughout the estrous cycle in the rat mPFC. It is important to note, however, that the contribution of Egr1 is likely not exclusive because Egr1 can form heterodimers with other transcription factors involved in neuronal function and activity, such as Fos or Jun [47, 55, 56]. In addition to extending the range of Egr1 targets, this highlights an additional layer of complexity in transcriptional regulations by sex and the estrous cycle.

Alongside synaptic changes, oxidative phosphorylation and ribosome-associated genes were enriched in females, in line with previous transcriptomic and enzymatic observations [16, 17, 23]. While both these processes essential to synaptic plasticity vary throughout the estrous cycle and are regulated by ovarian hormones in various systems [24, 57–61], we revealed a diestrus-specific up-regulation of their related genes in the mPFC. It is important to note, however, that this suggested down-regulation of mitochondrial function and translation in proestrus appears in contradiction with the classically reported enhancing effects of estrogen [61]. Nevertheless, while estrogen and progesterone both stimulate mitochondrial function when analyzed separately, progestins can antagonize estrogens’ effects in the female rat brain [61], and extensively down-regulate ribosome-associated genes in other systems [59, 60]. This down-regulation in proestrus could thus result from the early rise in progesterone at this stage of the cycle. Similarly, the enhancing effects of estrogens—rising in the morning of proestrus—on these processes are thought to represent rapid non-genomic effects [62], which could therefore be on the decline in the afternoon of proestrus. Nevertheless, genomic and non-genomic effects of sex hormones are not exclusive but may rather act in concert [63] and result in complex transcriptomic variations throughout the estrous cycle. Non-genomic effects, for instance, were proposed to initiate a rapid enhancement of synaptic plasticity through MAPK-dependent and Akt-dependent signaling and actin cytoskeleton remodeling that would be further stabilized in the event of sustained synaptic activity [62]. Because MAPK, Akt, and actin remodeling pathways are enriched in proestrus, it is tempting to hypothesize that their gene expression profile would thus prepare the female mPFC for the hormonal surge in proestrus. Interestingly, following a small-scale study of protein expression by western blotting, we could confirm the profiles of regulations of the majority of targets assessed (Additional file 3: Figure S2c, d), suggesting that the alteration of translation-related processes observed between sexes and estrous cycle stages represents an additional component of the regulation of synaptic transmission, as previously suggested [57]. Nevertheless, we cannot rule out the existence of compensatory mechanisms at the protein level affecting different targets or biological pathways.

Females in proestrus thus exhibit a widespread transcriptomic reorganization, partially under the control of Egr1, that suggests differences in synaptic activity in the mPFC when compared to either males or diestrus females. Because the integration of afferent signals by the mPFC is critical in controlling both perception of the environment and the corresponding behavioral response [7], these transcriptomic variations could underlie sex and estrous cycle differences in perception and response to anxiogenic environments. Interestingly, sex-dependent and estrous cycle-dependent variations in anxiety levels and perception of aversive elements are reported in both women and female rodents, although are variable between strains and experimental paradigms [9, 10, 64]. In addition, estrogen, progesterone, and their metabolites can alter anxiety levels through modulation of dopaminergic, serotoninergic, and GABAergic systems [10], whose mRNA levels vary between proestrus and diestrus. Interestingly, in premenstrual dysphoric disorder, anxiety and depressed mood occur around the onset of menstruation and present with different sensitivities of serotonin and GABA receptors [10]. Furthermore, our transcriptomic regulations overlap with those recently identified as critical regulators of anxiety behaviors in the male mouse mPFC and several neuropsychiatric disorders [65], supporting the association of our DEG with depression, behavioral diseases, and bipolar disorders (Additional file 7: Figure S4). Notably, alterations in genes related to synaptic assembly and transmission, cell communication, mitochondrial function, protein translation and degradation, or neurotransmitter systems are recurring features reported in a variety of brain regions upon cognitive decline or neuropsychiatric disorders [66–69], with which Egr1 is associated [66, 67]. Altogether, these clinical and pre-clinical data suggest a critical role for transcriptomic regulations in the adult rat mPFC by the estrous cycle in modulating the organism’s interaction and perception of its environment.

## Conclusions

Sex differences are prominent in cognitive functions and neuropsychiatric disorders. However, despite the known influence of ovarian hormone fluctuations on these processes in females, surprisingly little is known regarding the underlying mechanisms. Here, we showed that the extent of transcriptomic regulation throughout the estrous cycle vastly exceeds sex differences, and critically affect the sexually biased biological functions. Indeed, accounting for the estrous cycle by investigating females in a state of high or low levels of ovarian hormones—proestrus or diestrus, respectively—revealed the existence of estrous cycle-specific sex differences. As such, the preponderant regulations, supported by 64.7 % of all DEG, corresponded to a proestrus-specific enrichment of synapse-related genes, partly under the direct transcriptional control of the immediate early gene *Egr1*, a known mediator of sex differences in anxiety-like behaviors. Females in diestrus, on the other hand, exhibited a specific enrichment of translation and mitochondrial function-related genes. In addition to illustrating the critical influence of the estrous cycle on the rat mPFC phenotype and its interaction with sex differences, our transcriptomic investigation identified sex and estrous cycle regulations, providing the groundwork for a better understanding of the female specificities in cognition and mood regulation.

## Methods

### Subjects

Eight-week-old male and female Sprague Dawley rats (Charles River Laboratories, Wilmington, MA, USA), weighing 250–275 g or 200–225 g, respectively, were used in this study. Males and females were randomly pair-housed in separate rooms and maintained on a 12 h light/dark cycle (lights off at 19:00) with food and water available ad libitum. All manipulations were performed in accordance with the guidelines of the Animal Care and Use Committee of Florida State University and National Institutes of Health guidelines.

### Determination of estrous cycle in females and tissue collection

Following 5 days of habituation and handling under pair-housing, the estrous cycle of female rats was assessed daily by vaginal smearing and subsequent cytological analysis [70] for a minimum of two cycles in order to ensure proper and regular cyclicity. When both animals of the same pair were at the desired stage of the estrous cycle, both animals were killed and their brain quickly dissected out, snap-frozen, and stored at −80 °C until further processing. To account for eventual variability caused by differences in day of tissue collection, male rats were killed the same day as females. As one of the aims of this study was to investigate estrous cycle-dependent effects, we chose to compare stages of low and high levels of sex hormones. Females were thus killed either early in the first day of diestrus (low hormonal levels) or in the early afternoon of proestrus (high hormonal levels), when the estrogen peak is still pronounced and progesterone levels are rising [70, 71]. To reduce variability between samples, only females with regular, 4-day cycles were considered. Of note, separate batches of animals were used for RNA-seq and ChIP-seq studies.

### RNA extraction, library preparation, and sequencing

Total RNA was extracted from mPFC tissue punches (n = 5 per group) containing the infralimbic, prelimbic, and cingulate cortices using the TRI-Reagent protocol according to the manufacturer’s instructions (Molecular Research Center, Cincinnati, OH, USA ) followed by DNAse I treatment to remove any eventual DNA contamination and clean-up (RNA Clean & Concentrator, Zymo Research, Irvine, CA, USA). The RNA integrity was then assessed electrophoretically on an RNA StdSens Experion chip (Bio-Rad, Hercules, CA, USA), which reported that all samples had an RNA quality indicator number (RQI) ≥ 8.8. Four biological replicates from each group were then selected for further processing based on the consistency of their estrous cyclicity, highest RQI, and concentration homogeneous to other samples.

RNA-seq libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina with poly(A) mRNA purification from 1 μg of total RNA based on magnetic beads, cDNA synthesis using random hexamers, and final amplification using barcoded primers following the manufacturer’s protocol (#E7530, New England Biolabs, Ipswich, MA, USA). To determine the lower limit of detection and verify the linearity of quantification during the statistical analysis of the sequencing data, synthetic RNA Spike-Ins (#4456739, ERCC ExFold RNA Spike-In Mixes, Life Technologies, Carlsbad, CA, USA) were added to each sample prior to poly(A) mRNA purification following the recommended dilutions (2 μL of a 1:100 dilution). Of note, Mix 1 and Mix 2 of the ERCC ExFold RNA Spike-Ins were equally distributed among samples in an exclusive manner. The resulting barcoded and unstranded libraries were quantified using a KAPA qPCR library quantification kit (KAPA Biosystems, Boston, MA, USA) with three serial dilutions ran in duplicate on a CFX96 real-time PCR instrument (Bio-Rad). Finally, the absence of adapter or primer contamination was verified on a Bioanalyzer using a DNA High Sensitivity chip (Agilent Technologies, Santa Clara, CA, USA).

To maximize sequencing depth while avoiding lane-specific bias during sequencing, all 12 barcoded libraries (four biological replicates per group) were pooled before being sent to the Interdisciplinary Center for Biotechnology Research at the University of Florida for sequencing on a NextSeq 500 (Illumina, San Diego, CA, USA) in High-Output 1 × 150 bp mode. This design allowed the generation of 415.96 M single-end raw reads (passing filter, >Q30, and demultiplexed), with a median number of reads per biological sample of 34.22 M.

#### Chromatin immunoprecipitation, ChIP-seq library preparation, and sequencing

ChIP was performed as previously described [72], with slight modifications. Briefly, cross-linked chromatin was sheared to fragments of 200–500 bp using a Bioruptor sonicator (Diagenode, Denville, NJ, USA). Pre-cleared chromatin was then immunoprecipitated overnight at 4 °C with an antibody directed against Egr1 (sc-110-X, 4 μg, Santa Cruz Biotechnology, Dallas, TX, USA). After washing, elution from beads, and reversal of the cross-linking, immunoprecipitated DNA was purified and the specific enrichment versus DNA immunoprecipitated with normal rabbit IgG (EMD Millipore, Billerica, MA, USA) was assessed by real-time PCR.

A total of 11 samples were then used for the generation of ChIP-seq libraries using the NEBNext Ultra DNA Library Prep Kit for Illumina and barcoded primers (New England Biolabs) following the manufacturer’s protocol (#E7370). For each biological sample, two libraries were prepared (IP and Input), resulting in a total of 22 barcoded libraries. All libraries were quantified and verified for the absence of adapter or primer contamination as described above.

To maximize the depth of sequencing per sample despite the high number of libraries, samples were pooled in four separate tubes while ensuring an equal distribution of biological condition across tubes and avoiding separation of IP and corresponding Input libraries. Tubes 1–3 contained one male, one proestrus female, and one diestrus female each (corresponding to a total of three IP and three matching Input libraries per tube), whereas tube 4 contained two diestrus females. Each pool of libraries was once again quantified and verified for the absence of adapter or primer contamination before being sent to the Translational Science Laboratory at Florida State University for sequencing on an HiSeq2500 (Illumina) in rapid-run 1 × 100 bp mode. This design generated a total 528.96 M single-end raw reads (passing filter, >Q30, and demultiplexed), with a median number of reads per individual library of 21.31 M.

### Processing of sequencing data

For RNA-seq data analysis, raw reads were first processed for quality filtering and adapter trimming with Trimmomatic [73]. Following a final verification of good quality by FastQC [74], each library was mapped against the rat genome and annotation from Ensembl release 76 (Rnor_5.0) using Tophat2 (v2.0.11) [75] and the --b2-very-sensitive Bowtie2 (v2.1.0) preset. Reads were aligned to the rat reference genome to which the ERCC spike-ins sequences were added, as a result of a prior evaluation of the linearity of the spike-ins detection following either simultaneous or sequential mapping to each reference separately in either order (rat genome or ERCC spike-ins), which revealed that combining both references during the mapping step provided the best linearity, lower limit of detection, and dynamic range (see below). The number of reads mapping uniquely to each gene was counted by HTSeq-count [76] and processed for statistical analysis using the R Bioconductor packages edgeR (v3.6.7) and DESeq2 (v1.4.5) [77–79]. To limit the number of false-positives throughout the analysis, only the genes detected as differentially expressed with an FDR of 5 % using both statistical packages were retained. Prior to proceeding to the differential expression analysis of reads mapping to the rat genome, reads mapped uniquely to ERCC spikes-ins were processed through both the edgeR and DESeq2 analysis pipeline to assess the lower limit of detection, from which the minimum number of reads for an accurate measure of gene expression was calculated. Genes that did not satisfy this minimum number of uniquely mapped reads were discarded from the dataset before statistical analysis following each package’s recommendations. In addition, early data analysis and visualization revealed the presence of one outlier in the Proestrus group that was then removed from subsequent analyses, as recommended by edgeR’s manual. As previously observed, the number of DEG and their respective fold-change detected by the edgeR package were slightly greater than that of the DESeq2 package (Additional file 16: Figure S8). In an effort to limit false-positives and use more stringent conditions, the fold-change values from the DESeq2 package were used when necessary (heatmap generation and cluster analysis). In addition, differences in splicing events, alternative transcription start sites, and polyadenylation site usage were investigated using the R package DEXSeq (v1.10.8) [20], with a more stringent FDR threshold of 1 % to account for the increased number of comparisons.

For ChIP-seq data analysis, raw reads were processed for quality filtering and adapter trimming as described above. Each library was then mapped to the Rnor_5.0 genome (the same used for our RNA-seq data) using Bowtie2, and the uniquely mapping reads with a mapping quality superior or equal to 30 were conserved. After removal of duplicates, all libraries were processed through the Irreproducibility Discovery Rate pipeline [80–82] to identify and remove outliers, resulting in a final number of three males, two proestrus females, and four diestrus females replicates. Differential ChIP-seq signal was then analyzed using the DiffReps [83] tool for each pairwise comparison, proestrus versus males, diestrus versus males, and proestrus versus diestrus, and annotated with the R package ChIPpeakAnno (v2.14.1) [84].

#### Functional analysis

To identify distinct patterns of regulation between males, proestrus females, and diestrus females, genes were clustered based on the profile of regulation of their raw counts across all conditions using the MultiExperiment Viewer software [85]. After median centering, the optimal number of clusters was determined by figure of merit plot [86], and K-means clustering was performed using the Euclidian distance as the metric.

Functional enrichments of annotations from the GO consortium, Disease Ontology, or the KEGG were computed, analyzed, and visualized using the Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.7) [87], DOSE [88], GOrilla [89], and ReviGO [90] tools. In addition, GSEAs [91] were performed using gene sets comprising pathway annotations for rat curated from public databases (http://download.baderlab.org, November_06_2014 release), and the resulting enriched pathways were visualized using the Cytoscape (v3.2.0) enrichment map plugin [92], following the author’s recommendations. The analysis of *Egr1* enrichment in our list of DEG was conducted using enrichR [93], which computed the over-representation of transcription factors from the ChIP Enrichment Analysis database [94].

The regulation of genes by estrogens and progestins was analyzed by comparing our list of DEG with those that were previously identified as being regulated by estrogens or progestins in the Comparative Toxicogenomics Database [95] as of 2 March 2015. DEG with a previously reported regulation by either estrogens or progestins were extracted, and their functional enrichment was analyzed using the functional clustering tool from DAVID [87].

Similarly, the contribution of different cell types to the profiles of gene regulations we observed was analyzed by comparing our dataset to two different publically available RNA-seq datasets analyzing gene expression in different mouse brain cell types. The first dataset corresponds to a single-cell RNA-seq dataset [22] performed on young (P20–P31) mouse brains (male and female) investigating the following cell types: astrocytes, vascular endothelial cells, ependymal cells, interneurons, microglia, mural cells (pericytes and vascular smooth muscle cells), pyramidal neurons (hippocampal CA1 and somatosensory S1 pyramidal cells were combined for our analysis), and oligodendrocytes. The second dataset [42] originates from sequencing of fluorescence-activated cell-sorted tissue from cerebral cortices of juvenile mice (P7 and P17) analyzing the following cell types: astrocytes, endothelial cells, microglia, neurons, oligodendrocyte precursor cells, newly formed oligodendrocytes, and myelinating oligodendrocytes. For each of these datasets, each gene was attributed a cell type (the one with highest expression), and the enrichment of each cell type in our lists of DEG (FDR 5 %) was then tested using a one-sided Fisher’s exact test. DEG in each pairwise comparison from each significantly enriched cell type were then extracted and processed for functional annotation analysis using the GO and KEGG databases by DAVID [87].

### Analysis of mRNA levels by real-time PCR

One microgram of total RNA from the same samples used for RNA-seq library preparation was analyzed by semi-quantitative real-time PCR as previously described [96], with normalization to hypoxanthine phosphoribosyltransferase 1 gene, which was not differentially expressed between males and females in our RNA-seq data (DESeq2 FDR = 0.999). All reactions were performed in triplicate on a CFX384 thermocycler (Bio-Rad), and their specificity was verified by melting curve analysis. All primers used are detailed in Additional file 17: Table S9. Normalized data were analyzed using the StatView software (v5.0.1, SAS Institute) by one-way analysis of variance followed by Tukey’s post-hoc test when a main effect was statistically significant.

### Analysis of protein levels by western blotting

To confirm whether the transcriptomic changes would carry at the protein level, the expression levels of nine proteins selected based on their relevance to the biological pathways affected by sex or the estrous cycle were measured on the same samples used for RNA-seq by western blotting as previously described [72]. Briefly, proteins were transferred to nitrocellulose membranes following separation on 12 % sodium dodecyl sulfate polyacrylamide gels, and incubated with the following primary antibodies: Tsc1 (#4906), Dnmt3a (#3598), Gad2 (#3988), and Akt (#9272) purchased from Cell Signaling Technology (Danvers, MA, USA); Syt1 (sc-7753), Rgs9 (sc-8143), Igfbp2 (sc-6002), and Igf2 (sc-1415) purchased from Santa Cruz Biotechnology; B3galt1 (ab82760) purchased from Abcam (Cambridge, MA, USA); and Actin (MAB1501) purchased from Millipore (Billerica, MA, USA). After incubation with the corresponding secondary antibodies (LI-COR Biosciences, Lincoln, NE, USA), the membranes were visualized using an Odyssey infrared imaging system (LI-COR Biosciences). The signal for each target was quantified using ImageJ (1.49v, NIH) and normalized to the actin signal, before being analyzed using the StatView software (v5.0.1, SAS Institute) by one-way analysis of variance.

### Availability of datasets

The datasets supporting the results of this article are available in the Gene Expression Omnibus (GEO) repository, under the SuperSeries GSE69773.

## Additional files

Additional file 1: Figure S1. Quantitative characterization of gene expression in the mPFC of males, proestrus, and diestrus females. In (a-d), the raw -log10 of the *p-*values are plotted against the log2 of the fold-change (volcano plot), and the DEG at 5 % FDR are highlighted in red. In (e), the density plot representation of the log2 fold-change of the DEG at 5 % FDR denote the clear proportion of genes up-regulated in proestrus when compared to diestrus, and down-regulated in females when compared to males . In (f), the box-plot representation of the absolute of the log2 fold-change illustrates the relative similarity in the intensity of regulations between all groups. *FvM* females vs males, *PvM* proestrus vs males, *DvM* diestrus vs males, and *PvD* proestrus vs diestrus. In (a-f), values from the R package DESeq2 were used. (PNG 665 kb) Additional file 2: Table S1. Description of the differential expression analysis for all genes detected in the study and for each pairwise comparison. All values correspond to DESeq2 computations. The last column is.common.DE details whether the gene was found differentially expressed (DE) in both edgeR and DESeq2 analyses. FvM: females vs males, PvM: proestrus vs males, DvM: diestrus vs males, PvD: proestrus vs diestrus, padj: false discovery rate. (CSV 4867 kb) Additional file 3: Figure S2. mRNA and protein expression levels of selected genes differentially expressed between males and females by real-time PCR. In (a), the up-regulation in females when compared to males of all four genes selected confirmed the absence of estrous cycle interaction, supporting the accuracy of our RNA-seq analysis. Similarly in (b), the down-regulation of all five genes selected was confirmed. For *Egr1*, a specific down-regulation in proestrus when compared to either males or diestrus was also observed. In (c), two (Rgs9 and Igfbp2) of the three proteins analyzed by western blotting confirmed the sex-biased expression revealed by RNA-seq, whereas in (d) four of the six proteins analyzed exhibit similar trends of proestrus-specific regulations than those observed by RNA-seq. In (c, d), numbers above lines represent *p-*values. All statistical analyses and values are listed in Additional file 4: Table S2. Data are presented as mean ± SEM, and n = 4–5 per group. *M* males, *P* proestrus, *D* diestrus. ^*^ *p* < 0.05, ^**^ *p* < 0.01, and ^***^ *p* < 0.001 vs males; and ^##^ *p* < 0.01 vs proestrus, Tukey’s test. (PDF 145 kb) Additional file 4: Table S2. Summary of all statistical values for the real-time PCR and western blotting data presented in Additional file 3: Figure S2. (XLSX 11 kb) Additional file 5: Figure S3. Association with DNA transcription-related processes of the proestrus-specific sexually biased genes. Association matrix depicting positive (blue) or undocumented (grey) association between each gene (row) and each GO term (column) enriched in the top annotation cluster (Table 2). Note the positive association of *Egr1* with all enriched GO terms related to DNA transcription. (PDF 323 kb) Additional file 6: Table S3. Summary of the functional annotation clustering analysis in each pairwise comparison. (XLSX 149 kb) Additional file 7: Figure S4. Disease Ontology (DO) enrichment analysis on DEG in each pairwise comparison. On the left side is plotted the -log10 of the *p*-value for each DO term significantly enriched, while network graphs depicting each DO term and its associated genes are located on the right side. Note the enrichment of mood-related disorders in the DEG between proestrus and diestrus (a), but not in any of the other pairwise comparisons (b–d). (PDF 194 kb) Additional file 8: Table S4. Summary of the differential exon usage analysis for each pairwise comparison. FvM: females vs males, PvM: proestrus vs males, DvM: diestrus vs males, PvD: proestrus vs diestrus. (XLSX 36690 kb) Additional file 9: Figure S5. Sex-cycle and estrous-cycle bias in exon usage in the rat mPFC. (a) Extensive changes in exon usage are observed between proestrus and diestrus, while only moderate differences were detected between males and females in either estrous cycle stage. (b) Representation of the log2 fold-change over the averaged normalized read counts for the proestrus versus diestrus comparison. In proestrus, 68 % of the differentially expressed features significant at the FDR 5 % threshold (highlighted in red) are up-regulated. (c) The enrichment analysis of pathways from the Kyoto Encyclopedia of Genes and Genomes suggests variations in RNA processing, cell–cell interaction, and protein degradation between proestrus and diestrus. (d) treemap representation of Cellular Compartment terms from the GO database, showing a marked enrichment of nuclear, neuronal, synaptic, and cell–cell contact localizations between proestrus and diestrus. The size of each rectangle is proportional to the -log10 of the *p*-value (the bigger the rectangle, the more significant the enrichment). (PDF 520 kb) Additional file 10: Table S5. Report of the full results of the functional annotation clustering analysis performed on each gene expression clusters described in Fig. 4. (XLSX 29 kb) Additional file 11: Figure S6. Cell type enrichment analysis using the Zeisel *et al.*, 2015 dataset. The contribution of each cell type, as defined by the Zeisel *et al.*, 2015 dataset [22], to the profiles of regulations by sex and the estrous cycle was analyzed by testing the enrichment of each term (cell type) in each pairwise comparison. In (a), the matrix depicts the *p-*value resulting from a one-sided Fisher’s exact test and the background of each cell of the matrix is colored according to the -log10 of this *p-*value. In (b–e), the corresponding genes for each significantly enriched cell type and pairwise comparison were further analyzed for GO and KEGG database using DAVID. (PDF 354 kb) Additional file 12: Figure S7. Cell type enrichment analysis using the Zhang *et al.*, 2014 dataset. The contribution of each cell type, as defined by the Zhang *et al.*, 2014 dataset [42], to the profiles of regulations by sex and the estrous cycle was analyzed by testing the enrichment of each term (cell type) in each pairwise comparison. In (a), the matrix depicts the *p*-value resulting from a one-sided Fisher’s exact test and the background of each cell of the matrix is colored according to the -log10 of this *p*-value. In (b–f), the corresponding genes for each significantly enriched cell type and pairwise comparison were further analyzed for GO and KEGG database using DAVID. (PDF 388 kb) Additional file 13: Table S6. Report of the full results of the transcription factor enrichment analysis performed using the enrichR tool on the DEG in each pairwise comparison. (XLSX 117 kb) Additional file 14: Table S7. Report of the full results of the functional annotation clustering analysis performed on the genes differentially expressed in proestrus vs diestrus with a known regulation by estrogens or progestins. (XLSX 62 kb) Additional file 15: Table S8. Description of the reported interaction of estrogens or progestins on synapse-related genes differentially expressed throughout the estrous cycle in our study. (XLSX 35 kb) Additional file 16: Figure S8. Comparison of differential expression results from the edgeR and DESeq2 R packages. The log2 of the fold-change (a, c, e, g) and -log10 of the FDR values (b, d, f, h) for each pairwise comparison, females vs males (a, b), proestrus vs males (c, d), diestrus vs males (e, f), and proestrus vs diestrus (g, h) for DESeq2 were plotted against the values obtained from edgeR. In all panels, the red dotted line corresponds to a perfect match between the two packages outputs, while the black dotted lines in (b, d, f, h) correspond to the 5 % FDR threshold. In (a, c, e, g), the majority of fold-changes computed by edgeR were of greater amplitude than those of DESeq2, while in (b, d, f, h), the FDR values computed by DESeq2 tended to exceed those from edgeR, highlighting DESeq2 as more conservative than edgeR on our dataset. (PDF 528 kb) Additional file 17: Table S9. Description of all the PCR primers u*s*ed in this study [97–104].

## Abbreviations

ChIP-seq: chromatin immunoprecipitation followed by deep sequencing
DEG: differentially expressed genes
ECM: extracellular matrix
FDR: false discovery rate
GABA: gamma-aminobutyric acid
GO: Gene Ontology
GSEA: gene-set enrichment analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAPK: mitogen-activated protein kinase
mPFC: medial prefrontal cortex
RQI: RNA quality indicator number

How the deposited data were processed for this re-analysis (not part of the article)

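Egr1 ChIP-seq of the mPFC was analysed in males (n = 3), females in proestrus (n = 2), and females in diestrus (n = 4), with each group as the sample labels and the methods of the paper give it. The RNA-seq of the paper was not analysed here, and values from it are marked as the paper's.

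The authors mapped trimmed reads to Rnor_5.0 with Bowtie2, kept uniquely mapping reads of sufficient mapping quality, removed duplicates and outlier libraries, ran DiffReps on each pair of groups, and annotated the regions with ChIPpeakAnno. The window, test, cut-off, normalization, background, and adjustment used by DiffReps are not given in the sources used here. The deposited group means are a coverage signal, in normalized reads per region, and the authors made them from the listed values of the libraries. The deposited enrichment is a ratio of each group mean to its background. The deposited log2 fold changes were not used, because those of proestrus versus males hold cells that are not numbers, and fold changes of all comparisons were computed as the log2 ratio of the authors' group means. The deposited p-value and adjusted p-value of each region are the authors' and were used to rank and filter regions. The tables list called regions only, and the lists of library values carry no sample names. No library was matched to a named sample.

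The value of 1 read in each library was estimated from the low values of its list, and reads were recovered by division. This step and the calling of simulated regions were tested on simulated data. For the calling, 1 group had a mean of 10 normalized reads and the other 8 times as many, without dispersion. In both directions, 100% of such regions were recovered in each of the 3 comparisons. Lower regions were made by raising the second group, so that a fall of the first group from 10 normalized reads was not tested. Recovery at fewer reads was not tested. The paper gives the total and the median of the raw reads of all libraries, but not the depth of each. The background behind each deposited enrichment was computed as the group mean divided by the enrichment, and could not be computed where either was 0. The paper describes an Input library for each sample, but whether the background was made from these is not given in the sources used here. Where the background is read as a measure of DNA copies, this is assumed.

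Shares of regions were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 3 contrasts each, for chromosome X against autosomes and for regions inside or overlapping a gene against the rest. Mitochondrial regions were left out of the first. Regions of different comparisons were taken as overlapping from 1 bp. Because comparisons share libraries, 2000000 windows without any difference between groups were simulated at the relative depths of the libraries and the median background, with a negative binomial dispersion of 0.1 (alternatives 0 and 0.3), and called by an exact binomial test on reads at p = 1.0e-04. The number of simulated calls depends on the dispersion and was not compared with the number of deposited regions. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1 were used.

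Regions were named by a rule set before the data were examined, namely the 5 regions with the smallest adjusted p-values per comparison and direction, the 3 genes with most regions per comparison, the genes that the paper names in connection with Egr1, and genes of the synapse term of Table S3 or of Table S8 with a region in proestrus versus diestrus. The values of those tables had been seen. Of the 25 genes named by the paper, 1 had an identifier in the part of Table S1 used here, and it had no region. The 3 genes with most regions carry no symbol in the sources used here and are not described. The reference table used for names pairs none of its 47357 genes with an Ensembl identifier. The tests of synaptic genes and of synaptic gene families were therefore not run, since fewer than 80% of their members could be matched. The search for the Egr1 motif was not run, because the Rnor_5.0 sequence was not used here.

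The alternatives were adjusted p-values under 0.01 and 0.001, an absolute log2 fold change of at least 1, merging of regions within 1 kb or 10 kb, exclusion of unplaced sequences or of chromosome X, overlap of 50% in both regions, a gap of at most 1 kb, sharing by nearest gene, and leaving out each library. Exclusion of mitochondrial regions, exclusion of chromosome X from the overlap, the addition of 0.5 normalized reads before the correlation, a floor at the fewest reads of a listed lower region, and the joining of regions of at least 100 reads into loci were chosen after seeing the data.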

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

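All tests of explanations in this part were chosen after the results were seen.

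Chromosome X held 1132 regions higher in proestrus females than in males, and 50 higher in diestrus females than in males, on which the paper does not report separately. A candidate explanation is the number of X chromosomes, for which the background was assumed to measure DNA copies. The background behind the deposited enrichment was higher in females on chromosome X than on autosomes by 0.91 on the log2 scale in proestrus versus males and by 0.81 in diestrus versus males, where a pair of copies against a lone copy would give about 1. In proestrus versus diestrus, where both groups are female, the difference was 0.02. A stronger binding of Egr1 on chromosome X in females cannot be told apart from this, because whether the calls took the background into account is not given in the sources used here. Among regions higher in proestrus than in males with an enrichment in both groups, 36.1% lay on chromosome X, and 27.3% of those at or above the median ratio of enrichment. The median log2 ratio of reads at the regions on chromosome X was 3.26 in proestrus versus males, in regions selected for a large ratio, and decides between neither.

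In proestrus versus males, 4 regions had no read in proestrus and no background in proestrus either. They lie on chromosome X from 122051 to 123000 and from 123101 to 124700, and on chromosome 14 from 95354101 to 95354900 and from 95355301 to 95356700. Of the 128 regions listed at 0 in proestrus, these 4 alone were listed without a background there. A sequence absent from the female genome is a candidate explanation, and the diestrus females are a separate group of animals in which to look. Both regions on chromosome 14 overlapped regions of diestrus versus males, and these 2 had no reads and no background in diestrus either. On chromosome X, the diestrus females had a background, with a log2 ratio to that of males of -5.28 (median of 2 regions), and 1 read in 1 library at each region. A sequence absent from females would leave neither, but so few reads could be misplaced, so that this explanation cannot be told apart from others for the regions on chromosome X. The sequence of Rnor_5.0 was not used here, and a sex difference in Egr1 binding was not tested.

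The mitochondrial sequence held 1 region in proestrus versus males, 4 in proestrus versus diestrus, and 3 in diestrus versus males, all higher in the first group. The deposited enrichment was between 0.04 and 0.10 in every group, that is, the immunoprecipitated reads lay below the background. More mitochondrial DNA in the samples of the first group would raise reads and background alike, if the background measures DNA copies. The log2 ratio of the backgrounds was 26.7% of that of the reads (median of the 3 comparisons), which argues against this as the whole cause. Such low enrichments are deposited as rounded values, so that this percentage is imprecise. A difference in how much unbound DNA the immunoprecipitations carried was not tested, and no biological explanation was tested.

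Among the 23 groups of 4 diestrus libraries tested at the regions named, 7 held a library far from the others, where chance gives about 5%. In 5 of these groups no library held more than 1 read, so that a lone read stands apart from libraries at 0. These extreme values were 0.85 normalized reads at chromosome 6 from 129037951 and again at chromosome 1 from 283960201, and 1.06 at chromosome 11 from 38433051, all in proestrus versus diestrus. In diestrus versus males they were 1.37 and 0.95 at chromosome X from 123101 and from 122051. In the other 2 groups the library was the lowest, with 29.2 normalized reads at chromosome 17 from 91127351 in proestrus versus diestrus, where the next held 75.2, and 9.46 in the region inside Fyn on chromosome 20 from 46269301 in diestrus versus males, where the next held 13.7. Whether the depth of these libraries contributes was not tested, as the normalization is not given in the sources used here. No biological explanation was tested.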

How the results depend on the processing

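The alternatives were set before the data were examined, except the exclusion of mitochondrial regions, the exclusion of chromosome X from the overlap, the addition of 0.5 normalized reads, the floor at the fewest reads of a listed lower region, and the joining of regions of at least 100 reads into loci, given with these regions. With a floor of 22 reads, the share of autosomal regions higher in proestrus than in males was 56.0%, against 55.6% from 23 reads. In proestrus versus diestrus both floors are 22 reads, so that nothing was compared. Of 128 further values recomputed without leaving out a library, 90 kept their direction and their side of the threshold, or stayed within their spread. The numbers of regions and shares recomputed under a log2 fold change of at least 1, merging within 1 kb or 10 kb, and exclusion of unplaced sequences, of which there were none, or of mitochondrial regions all did so. Overlaps and correlations were not among them, and the limit on the fold change moved some of these, as given with the libraries left out. The cause of the changes below was not tested, beyond the smaller number of regions that stricter thresholds and exclusions leave.

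With an adjusted p-value under 0.01, proestrus versus diestrus had 0 regions and 0 nearest genes, and diestrus versus males 52 regions and 46 genes. The comparisons with proestrus then shared 0 regions, those with males 20, and those with diestrus 0. The difference in chromosome X share in diestrus versus males was 16.2 percentage points and no longer significant (adjusted p = 0.279, Fisher's exact test, between 1.4e-17 and 0.4 over the alternatives), and that in regions inside genes was -0.600 points. Under 0.001, proestrus versus males had 51 regions, 80.4% of them higher, and 47 genes, proestrus versus diestrus 0 and 0, and diestrus versus males 10 regions, 10% of them higher, and 6 genes. The comparisons with proestrus shared 0 regions, those with males 6, and those with diestrus 0. The differences in chromosome X share were 40.7 and 66.7 points in proestrus versus males and in diestrus versus males, and those in regions inside genes -17.8 and -22.2 points, none of them significant.

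Without chromosome X, 2088 regions of proestrus versus males were left, 90.3% of them higher, and 38.1% of the regions of diestrus versus males were higher. When regions were shared by nearest gene, the comparisons with proestrus shared 506 genes, 95.1% of the same direction, those with males 187, 75.4% of the same direction, and those with diestrus 126, 50.8% of the same direction against 31.6% by position. With an overlap of 50% of both regions, the comparisons with diestrus shared 12 regions, 0% of the same direction, with a Pearson's r of -0.99, and Pearson's r of the comparisons with proestrus was 0.33. With a gap of at most 1 kb, the comparisons with diestrus shared 29 regions. With 0.5 normalized reads added, Pearson's r of the comparisons with proestrus was 0.79.

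With each place of each list left out in turn, regions were kept where the direction and a log2 fold change of at least 1 held in the remaining libraries. The regions had been chosen on all libraries, so that this does not repeat the calling. Between 3222 and 3224 regions of proestrus versus males, 1769 and 1770 of proestrus versus diestrus, and 689 and 690 of diestrus versus males were kept. They were nearest to between 2106 and 2108, 1550 and 1551, and 640 and 641 genes. The share higher was 93.6% and 98.4% throughout in the comparisons with proestrus, and between 42.4% and 42.5% in diestrus versus males. The difference in chromosome X share stayed at 35.1 points in proestrus versus males, at 16.2 points in diestrus versus males, and at 30.9 points between the regions higher in proestrus of both comparisons. The difference in regions inside genes was between -15.9 and -15.5 points in proestrus versus males, and between -10.4 and -9.99 points in diestrus versus males. In proestrus versus diestrus it was -10.3 points, against -12.5 points with all libraries. With all libraries kept and the same limit on the fold change it was also -10.3 points, so that the limit moved it. The comparisons with proestrus shared between 205 and 210 regions, 100% of the same direction, those with males 37 to 39, 100% of the same direction, and those with diestrus 14 to 19, 7.14% to 31.6% of the same direction. The last share was 7.14% or 13.3% whichever of the 6 libraries of proestrus versus diestrus was left out, and was 7.14% with all libraries kept and the same limit on the fold change of that comparison, so that the limit and not a library moved it. In the same order, Pearson's r was between 0.38 and 0.55, 0.96 and 0.97, and -0.83 and -0.66, and Spearman's rho between 0.23 and 0.38, 0.85 and 0.94, and -0.80 and -0.38. For the comparisons with proestrus, the limit alone gave a Pearson's r of 0.45 and a Spearman's rho of 0.33 when put on proestrus versus diestrus, and changed neither when put on proestrus versus males (0.56 and 0.38). Leaving out any of the 5 libraries of proestrus versus males lowered Pearson's r, to 0.52, 0.43, and 0.38 without the male libraries at places 1, 2, and 3, and to 0.55 and 0.50 without the proestrus libraries, so that the fall is due to no single library and not to the limit. Spearman's rho was 0.24 without the male library at place 3. For proestrus versus diestrus, leaving out any of the 6 libraries gave values below those of the limit alone. Pearson's r was then between 0.38 and 0.44, and Spearman's rho between 0.23 and 0.30. Both were lowest without the diestrus library at place 1. Spearman's rho of the comparisons with diestrus was -0.38 without the diestrus library at place 4 of proestrus versus diestrus, against -0.67 with the limit alone.

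No paired analysis was possible because the groups share at most 1 number in their sample titles, the 3 of a male and of a proestrus female, and the lists of library values carry no sample names. No batch was tested, as the sequencing tube of each animal is not given in the sources used here. According to the paper, tube 4 held diestrus females only, so that this group is in part confounded with the tube. Other splits of the animals were not called, because the deposited tables hold only the regions called for the real groups. The exact permutation test of 2 against 3 libraries allows no p below 0.1, of 2 against 4 none below 0.0667, and of 4 against 3 none below 0.0286. The tests of synaptic genes and families and of the Egr1 motif, with their alternatives, were not run. The reads of windows that were not called are not used here, so that the share of windows deep enough for a lower call is not known.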

Differences from the paper's values

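The paper reports 2108 hits in proestrus versus males, the paper's value, where the deposited table lists 3225 regions. Counted as nearest genes, the number was 2108, and the numbers of proestrus versus diestrus and of diestrus versus males were also those of the paper. Of the alternatives set before the data were examined, an adjusted p-value under 0.01 (3026 regions) and exclusion of chromosome X (2088 regions) brought the number of regions within 1.5 times the paper's value. An adjusted p-value under 0.001 (51 regions), a log2 fold change of at least 1 (3224), exclusion of unplaced sequences (3225), and merging within 1 kb (3199) did not, nor did the exclusion of mitochondrial regions (3224), which was chosen after seeing the values.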

Other observations

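All tests of explanations in this part were chosen after the results were seen.

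On autosomes, regions higher in proestrus outnumbered lower ones in both comparisons with proestrus. A candidate explanation is that the reads of 2 proestrus libraries are too few for a lower call. From 23 reads, where an exact binomial test can call either direction, the share higher in proestrus versus males fell from 90.3% to 55.6% (Wilson 95% interval 50.5% to 60.7%), where simulated groups without any difference gave 67.8%, 65.5% with a dispersion of 0.3, and 33.3% of 3 calls with a dispersion of 0. The deposited table lists lower regions from 22 reads, and from 22 reads the share was 56.0%. From 22 reads, it fell in proestrus versus diestrus from 98.2% to 90.8% (87.1% to 93.5%), and the simulated groups gave 76.3%, or 80.1% with a dispersion of 0.3 and 75.0% of 4 calls with a dispersion of 0. The floor is set on reads over all libraries, and an equal change gives fewer of these when higher in proestrus. It kept 202 of 1885 higher but 161 of 202 lower autosomal regions in proestrus versus males. When compared to diestrus, it kept 287 of 1625 higher and 29 of 29 lower. A fall is thus built into the floor, and simulated groups without any difference fell from 93.5% to 67.8% in proestrus versus males. Too few reads and a predominance of higher binding in proestrus therefore cannot be told apart in either comparison. The simulated values also rest on an assumed dispersion, a single mean and a cut-off that may differ from that of the deposited calls. A stronger binding of Egr1 in proestrus stays open in both comparisons.

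A different number of DNA copies between the groups was tested by the background, which was assumed to measure DNA copies. At the autosomal regions higher in proestrus than in males, the log2 ratio of the backgrounds was 5.79% of that of the reads (median over regions), and at those higher than in diestrus -0.690%, which argues against it for these regions as a set. At the 29 regions outside the mitochondrial sequence with at least 100 reads and a background in both groups, the median was 81.6%, and both ratios had the same sign in all 29. These regions lie in only 9 loci, when those within 100 kb are joined, with 12 of them on chromosome 17, and 4 loci occur in several comparisons, which share libraries. The median over the 9 loci was 78.5% (44.8% to 115%). On chromosome 17 from 91123001 to 91125350, for example, the log2 ratio of proestrus to males was -1.42 for reads and -1.42 for background, and the deposited enrichment was 1.37 in both groups. On chromosome 20 from 29290601 to 29291850, the ratios were 4.18 and 3.90. These regions, chosen after their values were seen, may differ between animals in the number of copies of the sequence rather than in Egr1 binding. Which animals carry which number of copies was not tested.

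All 210 overlapping pairs of the comparisons with proestrus had the same direction. Because 100% of the calls shared by simulated unchanged groups also had the same direction, the libraries common to both comparisons may give this without any effect, and the overlap is no separate evidence for a direction.

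The share of chromosome X among regions higher in females can be set beside simulated groups in which males have 0.5 times the mean on chromosome X. Those gave 17.1 times as many higher calls on chromosome X as on autosomes for equal numbers of windows in proestrus versus males (6.11 times with a dispersion of 0.3 and 50.4 times with 0). In diestrus versus males they gave 26.6 times as many (8.88 times with a dispersion of 0.3 and 71.25 times with 0). The observed shares had the opposite order, with 37.5% in proestrus versus males and 17.2% in diestrus versus males. The ratios depend on the dispersion and were not used to exclude an explanation.

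Of the nearest genes of proestrus versus diestrus named through Table S1, 7 had an adjusted p-value under 0.05 in the RNA-seq of the paper, chosen after their values were seen. The paper's log2 fold change was positive for 6 of them (Dyrk1a, C2cd2, Cd47, Scarb2, Kit, and Gabra2) and negative for Anxa3, while all 7 regions were higher in proestrus. Of all listed regions of this comparison, 98.4% were higher in proestrus, and the paper reports that most of its differing genes were too. Unrelated lists would therefore also share a direction, and no link of binding to expression follows. The regions of C2cd2 and Cd47 lay inside the gene.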
